# Exosomes secreted by nematode parasites transfer small RNAs to mammalian cells and modulate innate immunity

**DOI:** 10.1038/ncomms6488

**Published:** 2014-11-25

**Authors:** Amy H. Buck, Gillian Coakley, Fabio Simbari, Henry J. McSorley, Juan F. Quintana, Thierry Le Bihan, Sujai Kumar, Cei Abreu-Goodger, Marissa Lear, Yvonne Harcus, Alessandro Ceroni, Simon A. Babayan, Mark Blaxter, Alasdair Ivens, Rick M. Maizels

## Abstract

In mammalian systems RNA can move between cells via vesicles. Here we demonstrate that the gastrointestinal nematode *Heligmosomoides polygyrus*, which infects mice, secretes vesicles containing microRNAs (miRNAs) and Y RNAs as well as a nematode Argonaute protein. These vesicles are of intestinal origin and are enriched for homologues of mammalian exosome proteins. Administration of the nematode exosomes to mice suppresses Type 2 innate responses and eosinophilia induced by the allergen *Alternaria.* Microarray analysis of mouse cells incubated with nematode exosomes *in vitro* identifies Il33r and Dusp1 as suppressed genes, and Dusp1 can be repressed by nematode miRNAs based on a reporter assay. We further identify miRNAs from the filarial nematode *Litomosoides sigmodontis* in the serum of infected mice, suggesting that miRNA secretion into host tissues is conserved among parasitic nematodes. These results reveal exosomes as another mechanism by which helminths manipulate their hosts and provide a mechanistic framework for RNA transfer between animal species.

## Abstract (web summary)

Mammalian cell-derived exosomes can carry RNA and proteins from cell to cell, but this mode of transport has not been shown in nematodes. Here the authors show that a gastrointestinal parasite secretes exosomes that transfer microRNAs to mammalian cells and regulate innate immunity.

Parasitic nematodes are ubiquitous pathogens of plants and animals, including species that infect over 2 billion people and generally reside in extracellular niches in their hosts. *H. polygyrus* is a parasite related to human hookworm that naturally infects mice, and is in the same nematode clade as *Caenorhabditis elegans*^1^. Within the mouse host, the parasite life cycle is exclusively intestinal: following ingestion, the larvae invade the small intestine, moult into adult worms and emerge into the lumen of the duodenum to mate and to produce eggs expelled in the faeces. The infection induces Type 2 innate and adaptive (Th2) immune responses in parallel with a large expansion of regulatory cells that mediate immunosuppressive effects^2^,^3^,^4^, some of which have beneficial properties in allergy and auto-immunity^5^. Immune suppression has been shown to be mediated in part by a suite of immunomodulatory proteins actively secreted by the nematodes^6^,^7^. Given the burgeoning body of data detailing extracellular small RNAs in mammalian systems, and emerging evidence that these can mediate cell-to-cell communication^8^, it is intriguing to think this mechanism could also be used by parasites. Small RNAs derived from bacteria, plants and parasites have been detected in human body fluids^9^,^10^,^11^,^12^; however, the mechanism by which these are secreted or excreted is unknown, and the meaning of their extracellular existence unclear^13^. We show here that *H. polygyrus* secretes a specific set of miRNAs and full-length Y RNAs that are stabilized against degradation by encapsulation within vesicles. The vesicles are of intestinal origin and are enriched for homologues of mammalian proteins found in exosomes, including heat shock proteins, tetraspanins and ALIX, a protein associated with exosome biogenesis^14^,^15^ as well as a nematode Argonaute (Ago) protein. Local administration of the nematode exosomes to mice by the intranasal route suppresses Type 2 innate responses and eosinophilia induced by the allergen *Alternaria in vivo*. The nematode vesicles are internalized by mouse intestinal epithelial cells *in vitro* and suppress genes involved in inflammation and immunity, including the receptor for the alarmin IL-33 and a key regulator of mitogen-activated protein kinase (MAPK) signalling, DUSP1. This work identifies exosomes as a new class of immunomodulatory complex produced by helminths and provides the first steps towards a mechanistic framework for RNA-mediated communication between animal species.

## Results

### Small RNAs in *H. polygyrus* secretory products

Total RNA was extracted from the secretory products of *H. polygyrus* and compared with the profile of small RNAs in adult nematodes, eggs and infective larvae. 

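Small RNA libraries were sequenced from adult worms, eggs, infective larvae (L3) and the total secretion product of H. polygyrus, an intestinal nematode of mice, with 1 library each and so no replicates. The authors clipped the 3′ adapter from each read and collapsed identical reads, and the deposited values are the number of copies of each distinct sequence, without normalization. The files held 6590319 reads for adult worms, 29269275 for eggs, 27384441 for L3 and 13452479 for the secretion product. They include sequences of 2 copies and reads over 40 nt, so the paper's rule for small RNAs (16 to 40 nt, more than 2 copies) was applied to them here. This retained 6218055 reads for adult worms, 28931410 for eggs, 26851248 for L3 and 12295844 for the secretion product. The secretion product file also held 474287 reads over 60 nt, from the separate library of longer RNA that the methods describe. A retained read was counted as miRNA when the whole read lay without mismatch, on the sense strand, in 1 of 259 high-confidence precursors of Supplementary Data set 1. It was counted as piRNA when it started at the listed 5′ end of 1 of 1055 piRNA loci and matched the locus without mismatch. Y RNA reads were those lying without mismatch in the 71 nt Y RNA sequence obtained by joining the 3 overlapping northern blot probes of the methods, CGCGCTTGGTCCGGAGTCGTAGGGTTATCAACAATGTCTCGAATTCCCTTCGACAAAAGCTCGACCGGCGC. The paper aligned reads matching the genome to rRNA and Rfam sequences, classified them by the best hit with at most 2 edits, and removed those of rRNA and of Rfam families other than miRNAs before the miRNA analysis; the draft genome, rRNA and Rfam references were not used here, so every share below is of all retained reads. Shares of single libraries are given with their 95% Wilson confidence interval. These intervals, and the smallest share a library can show (3 reads), cover counting error only, since the reads carry no molecular identifiers. Adult reads were most frequent at 21 nt (32.0%) and 22 nt (34.9%), and L3 reads at 22 nt (23.0%) and 23 nt (22.1%). Secretion product reads had a peak at 22 nt (10.6%) and 23 nt (10.9%) and a higher one at 30 nt (14.0%) and 31 nt (13.8%).

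**Figure D1:**
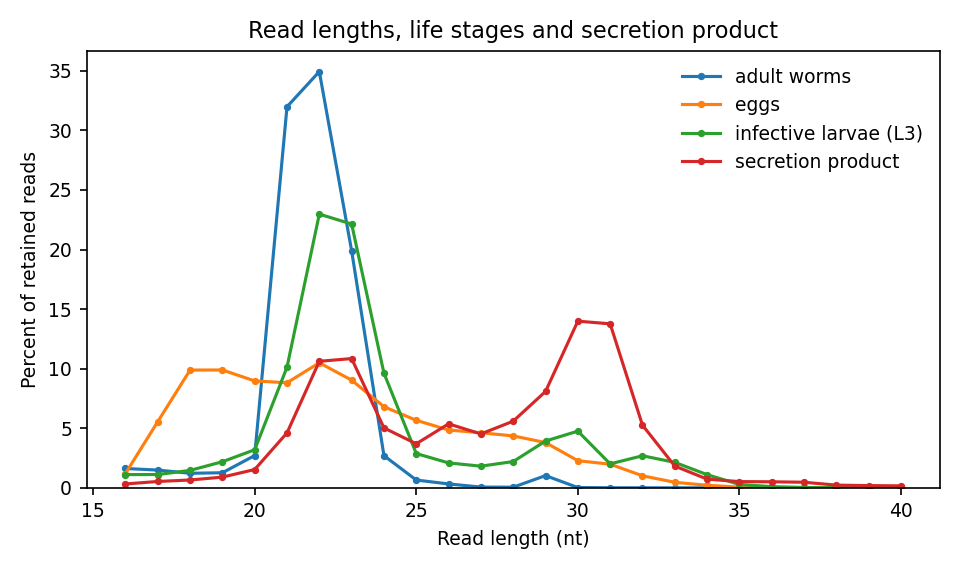
Percent of retained reads at each read length (nt) in the adult, egg, L3 and secretion product libraries, 1 line per library. The adult line peaks at 22 nt (34.9%), and the secretion product line has its highest point at 30 nt (14.0%).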

A heterogeneous population of small RNAs <25 nucleotides (nt) was observed in all samples and several additional species between 25 and 30 nt were apparent in the secretion product (Fig. 1a). 

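In the secretion product, 2179971 of 12295844 retained reads lay in high-confidence miRNA precursors, 17.7% (95% Wilson interval 17.7 to 17.8%). Allowing at most 2 edits raised this to 20.4%, and restricting the library to reads of 18 to 30 nt, which moved it most among the alternatives set in advance, raised it to 23.4%. Reads of 20 to 24 nt alone, an alternative chosen after seeing the data, gave 53.5%. The miRNA share was 34.3% (34.3 to 34.3%) in adult worms, 50.1% in L3 and 3.51% in eggs. Y RNA fragments made up 2.38% of secretion product reads (2.37 to 2.39%, 292445 reads), against 0.224% in adult worms (0.220 to 0.228%), 1.17% in eggs and 0.179% in L3. Of the Y RNA reads in the secretion product, 85.7% lay wholly 5′ of the middle of the sequence and 13.9% wholly 3′ of it. The most frequent Y RNA fragment there was GCTTGGTCCGGAGTCGTAGGGTTATCAAC, positions 4 to 32 of the 71 nt, with 77269 reads. Of the 3 classes counted here, miRNA was the largest in the secretion product, ahead of Y RNA and piRNA. With 1 library per sample these differences have no replicate check. From the classified reads of Fig. 1b, the paper states that miRNAs are the main class of parasite small RNA secreted and that Y RNA fragments are secreted as well.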

Small RNA sequencing (<30 nt) identified miRNAs as the dominant class of secreted parasite small RNA (Fig. 1b) and also identified RNA fragments mapping to nematode stem-bulge RNAs, herein referred to as Y RNAs based on their recognized homology to this class of small RNA^16^ (Fig. 1b). In contrast, piRNAs (or ‘21-U’ RNAs) were exclusively identified in the adult library (~14% of reads; Supplementary Fig. 1 and Supplementary Data set 1) with no evidence of secretion. 

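Reads on the listed piRNA loci numbered 728909 of 6218055 in adult worms, 11.7% (95% Wilson interval 11.7 to 11.7%). With at most 2 edits the share was 13.8%. Counting unassigned reads of 21 nt that start with T in place of the listed loci moved it most, to 18.3%. The secretion product held 397 such reads, 0.00323% (0.00293 to 0.00356%), where 3 reads would be 2.44e-05%. Eggs held 3926 reads on these loci (0.0136%) and L3 held 1112 (0.00414%), each above the smallest share its depth can show. Supplementary Data set 1 gives 752659 adult, 4871 egg, 1342 L3 and 544 secretion product reads, which are the paper's reported values. These cover all 1065 listed loci, of which 1055 were used here. The paper states that piRNAs were found in the adult library alone and that nothing points to their secretion.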

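The secretion product file held 474287 reads over 60 nt, in 21327 distinct sequences of at most 69 nt. The full 71 nt of the probe-derived Y RNA can therefore not be among them. The values below describe reads of over 60 and up to 69 nt, whereas the paper's statement is on a fraction of longer RNA. The TTATC motif, the DNA form of the UUAUC that the paper uses to recognize Y RNAs, was present in 285579 of these reads, 60.2% (95% Wilson interval 60.1 to 60.4%). The paper aligned the sequences present at more than 100 reads. In the file, 338 sequences passed this limit, with 229958 reads, and 259 of them carried TTATC, making up 87.2% of those reads. The most frequent had 23744 reads and was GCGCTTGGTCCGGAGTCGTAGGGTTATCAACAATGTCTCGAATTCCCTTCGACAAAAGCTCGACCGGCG, 69 nt long. Without mismatch, 96735 reads (20.4%) lay in the probe-derived Y RNA, and 269818 (56.9%) lay within 5 edits of it. A further 20692 reads carried TTATC but lay beyond 5 edits. The secondary structures of Fig. 1c were not analysed here.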

RNAs between 70 and 100 nt were also present in the secreted product (Fig. 1a) and sequencing identified full-length Y RNAs as the major component of this fraction, with two predominant classes of structure identified (Fig. 1c and Supplementary Fig. 2).

A total of 263 ‘high confidence’ miRNAs were classified from the combined libraries based on representation of reads from both 5p and 3p arms of the hairpin and/or homology with known miRNAs in other nematodes (Supplementary Data set 1). 

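Supplementary Data set 1 as used here lists 259 high-confidence precursors on 238 contigs of the draft H. polygyrus assembly, and for 256 of them it also lists reads of the opposite (star) strand. The listed mature sequence is on the 5p arm in 119 and on the 3p arm in 140. In the combined adult, egg, L3 and secretion product libraries, 254 of the 259 had at least 1 retained read. The strictest alternative, at least 10 retained reads, left 232, and counting every sequence whatever its copies gave 258. L3 had reads on 192 of the miRNAs, adult worms on 185, the secretion product on 151 and eggs on 149, and 101 were found in all 4 libraries. Depth ranged from 6218055 retained reads in adult worms to 28931410 in eggs and did not order these numbers. Read totals over the 259 precursors came to 96.6% of those the data set lists for adult worms, 89.7% for eggs, 96.9% for the secretion product and 99.3% for L3. Across the 259 miRNAs, which are not independent replicates, Pearson's r between the log2 counts here and the listed ones lay between 0.977 and 0.982. A total of 42 miRNAs exceeded 10000 rpm (reads scaled to a common total of miRNA reads, as in Fig. 2a) in at least 1 of the 4 libraries.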

Each of these matches DNA sequences in the *H. polygyrus* whole genome currently under assembly. 

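The miR-35 family, taken as the 11 precursors whose mature sequence shares the seed (positions 2 to 7) of C. elegans miR-35, had 301343 reads in eggs, 29.7% of egg miRNA reads (95% Wilson interval 29.6 to 29.7%). The same family had 2589 reads in adult worms, 0.121% of miRNA reads (0.117 to 0.126%), 3102 in L3 (0.0230%) and 584 in the secretion product (0.0268%). Eggs thus held 98.0% of the family's reads in the 4 libraries. The log2 ratio of eggs to adult worms, the next highest library, was 7.93 (7.87 to 7.99) in rpm of miRNA reads. With all retained reads in place of miRNA reads as the total, the alternative that moved it most, the ratio was 4.64, since miRNAs made up 3.51% of egg reads and 34.3% of adult reads. All 11 members had reads in eggs, adult worms and L3, and 8 had reads in the secretion product. One of them, on contig 130507 from position 283 to 338, has the mature sequence TCACCGGGAGTAAATTTACGAT. Each stage was represented by 1 library, so the ratio has no replicate check.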

Many also show stage-specific expression patterns: for example, miR-35 family members are exclusively expressed in the egg library, consistent with their functions in embryogenesis^17^ (Fig. 2a, boxed). 

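In the secretion product, 1026373 of 2179971 miRNA reads were on miRNAs for which Supplementary Data set 1 lists a mouse miRNA with the same seed, 47.1% (95% Wilson interval 47.0 to 47.1%). Allowing at most 2 edits moved this most, to 48.4%. The same share was 25.8% in adult worms, 34.6% in eggs and 58.8% in L3. Of the 22 miRNAs above 10000 rpm of miRNA reads in the secretion product, 13 had a mouse seed, against 45 of all 259. The miR-100 family was the largest of these, at 30.8% of secretion product miRNA reads (30.7 to 30.8%), with 7 of its 8 members detected. Its most abundant member, AACCCGTAGATCCGAACTTGTGT on contig 232277 (positions 710 to 768), made up 17.2% and ranked 1 of all miRNAs there. The lin-4 homologue made up 1.03% (1.01 to 1.04%). Among the families the paper assigns to Bilateria, the 2 let-7 members made up 3.01%, miR-83 2.57%, miR-79 1.83% and miR-263 1.26%. From the abundance of such miRNAs, the paper states that miRNAs with mouse-identical seeds, many of them ancient, dominate the secretion product.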

The secretory products are dominated by miRNAs with identical seed sites to mouse miRNAs, many of which are ancient: six are shared among Eumetazoa (lin-4/miR-125 and five miR-100 family members, Fig. 2a, red) and five among Bilatera (miR-79/miR-9, miR-83/miR-29, miR-263/miR-183 and two let-7 family members, Fig. 2a, blue). In addition, five bantam family members dominate the secretory products along with miR-87 and miR-60, which also are shared among Protostomia (Fig. 2a, green) and three miRNAs that evolved in the nematode lineage: miR-63, miR-239 and miR-77 (Fig. 2a, orange). miR-63 shares an identical seed site to mammalian miR-425, although it is not of common ancestry^18^, Fig. 2b. 

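Bantam family members made up 29.5% of secretion product miRNA reads (95% Wilson interval 29.4 to 29.6%, 643298 reads). The most abundant was the member on contig 39637, at 11.4%. Most reads of the member on contig 133142, whose mature sequence TGAGATCACGCGTATATTCGC lies within that of the member on contig 80080 (TGAGATCACGCGTATATTCGCC), were counted on contig 80080, so the abundance of these 2 members was not separated. The miR-60 family made up 2.77% and the miR-87 family 2.11%. Of the miRNAs that the paper places in the nematode lineage, miR-63 made up 2.32%, miR-239 1.50% and miR-77 1.32%. miR-71, which the paper measured by qRT-PCR, was the second most abundant single miRNA at 13.1%. The 5 most abundant miRNAs together made up 57.2% of secretion product miRNA reads and the 20 most abundant 89.2%. In adult worms, bantam made up 9.35% and miR-60 0.0508%, so both had a larger share of the miRNA reads in the secretion product than in the worms that release it, whereas the miR-71 family had a smaller one (30.1% in adult worms). No replicates exist for these libraries.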

On the basis of their sequences, many of the secreted parasite miRNAs could therefore hijack existing mouse miRNA target networks if taken up by host cells.

### Nematode vesicles are associated with secreted RNA

In mammalian systems, miRNAs have been found in body fluids in association with specific proteins or in extracellular vesicles^8^. To determine whether these RNAs could be present in vesicles, the *H. polygyrus* secretory products were ultracentrifuged and quantitative reverse transcription–PCR (qRT)–PCR used to measure miRNA levels in the pellet and supernatant, revealing the majority to be present in the pellet (Supplementary Fig. 3). Transmission electron microscopy (TEM) identified vesicle-like structures between 50 and 100 nm in diameter in the pelleted material (Fig. 3a). Label-free quantification of proteins in the vesicles and supernatant by liquid chromatography-electrospray tandem mass spectrometry LC-MS/MS identified 362 proteins, of which 139 were specifically enriched in the vesicle fraction (*P*<0.05, Fig. 3b, Supplementary Data set 2) including homologues of mammalian proteins present in exosomes: heat shock proteins, Rab proteins, tetraspanins^19^ and Alix, which is associated with exosome biogenesis^14^,^15^ (Table 1). The venom allergen-like proteins (members of the CAP superfamily, Pfam00188), which were previously identified as the dominant proteins in the *H. polygyrus* secretory products^20^, are almost exclusively in the supernatant fraction (Fig. 3b, orange), further demonstrating specificity in the molecular composition of the vesicles and possibly indicating distinct routes of secretion. On this note, nematode intestinal proteins are enriched in the vesicle fraction (Fig. 3b, green and Supplementary Data set 2) and, consistent with an intestinal origin of the nematode exosomes, vesicles of similar size are observed in the intestinal tissue of adult *H. polygyrus* analysed immediately *ex vivo* (Fig. 3c). One Argonaute protein was identified in both vesicle and supernatant fractions (Fig. 3b, red) that belongs to the clade of Worm-specific Agos (WAGO). Phylogenetic analysis suggests that homologues to this WAGO are present in many parasitic nematodes but may have been lost in *Caenorhabditis* (Fig. 3d).

### Nematode RNAs are protected from degradation by exosomes

To determine which RNAs identified in the total secretion product (Fig. 1) are specifically associated with vesicles, small RNA sequencing of replicate vesicle and nonvesicle (supernatant) fractions of the secretion product was carried out. 

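RNA was sequenced from the vesicle fraction (the ultracentrifugation pellet) and the supernatant fraction of the secretion product, with 3 biological replicates of each. Unlike the life stage libraries, these were prepared with the TruSeq kit, sequenced on MiSeq and not size-fractionated. The deposited values are again the number of copies of each distinct sequence after the authors clipped the adapter and collapsed identical reads, without normalization. The vesicle files held 189318, 162017 and 107612 reads in replicates 1 to 3, and the supernatant files 269432, 258885 and 58315. The same rule (16 to 40 nt, more than 2 copies) retained 161096, 139252 and 91822 reads for vesicles and 264936, 254887 and 48531 for supernatant. Reads were assigned to miRNA, Y RNA and piRNA as for the life stages, without mismatch. Replicates were compared by an exact two-sided permutation test, whose smallest p with 3 libraries against 3 is 0.1. Individual miRNAs and read sequences were tested with limma's voom method with Benjamini-Hochberg adjustment, taking all retained reads of a library as its size. Reads matching the adapter itself made up 13.0% of retained reads in vesicle replicate 3 and 17.4% in supernatant replicate 3, and at most 0.490% in the other 4 libraries; they were kept in the totals. Supernatant replicate 3 also had the fewest reads.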

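miRNA reads made up 25.5% ± 1.61 of retained reads in vesicles (SD, n = 3; 23.8%, 27.0% and 25.7% in replicates 1 to 3) and 0.575% ± 0.372 in supernatant (SD, n = 3; 0.468%, 0.268% and 0.989%). The difference of 24.9 percentage points exceeded the spread between replicates, with every vesicle library above every supernatant library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Among the alternatives set in advance, allowing at most 2 edits moved it most, to 31.7% against 0.697%; reads of 20 to 24 nt alone, chosen after seeing the data, gave 44.6% against 9.83%. Taking the replicate numbers of the labels as pairs (the replicate block), the mean paired difference was 24.9 ± 1.72 (SD, n = 3), with an exact sign-flip permutation p of 0.25, the smallest that 3 pairs allow. Y RNA reads made up 5.75% ± 3.92 in vesicles (SD, n = 3; 4.28%, 10.2% and 2.78%) and 68.9% ± 29.6 in supernatant (SD, n = 3; 84.6%, 87.3% and 34.7%), a difference of -63.1 percentage points (exact permutation test, two-sided, p = 0.1). The paired difference was -63.1 ± 27.1 (SD, n = 3; replicate block, exact sign-flip permutation p = 0.25). A single 32 nt fragment from the 5′ end, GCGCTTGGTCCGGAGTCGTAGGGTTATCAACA, made up 61.9% of all retained reads in supernatant replicate 1 and 52.8% in replicate 2. In supernatant replicate 3 the most frequent Y RNA read was a 30 nt fragment, GCTTGGTCCGGAGTCGTAGGGTTATCAACA, at 8.43%. At least 99.0% of the Y RNA reads in each supernatant library lay wholly 5′ of the middle of the sequence. The rRNA reads of Fig. 4a were not analysed here.

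**Figure D2:**
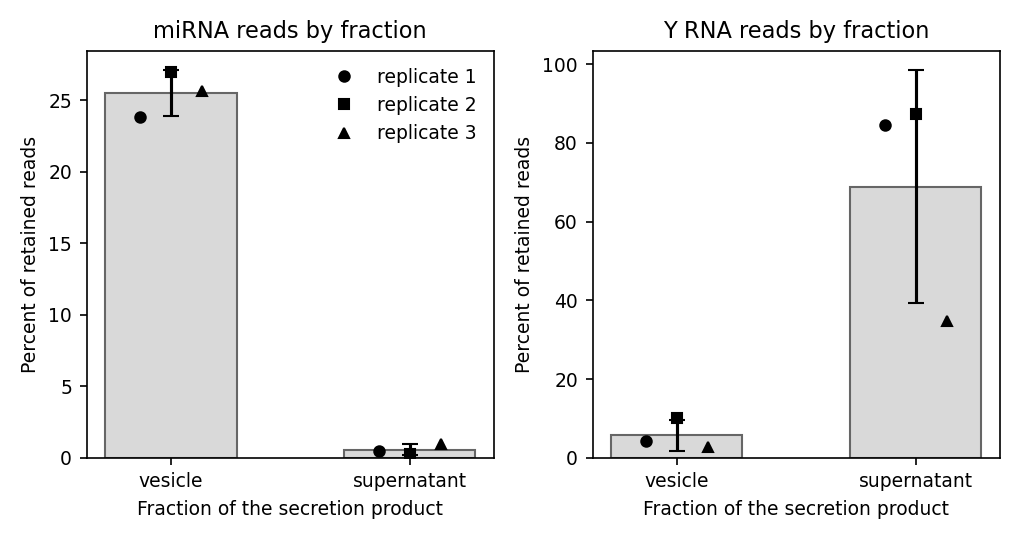
Percent of retained reads counted as miRNA (left) and as Y RNA (right) in vesicles and supernatant; bars are means, error bars SD (n = 3) and symbols the single replicates. The vesicle miRNA shares lie between 23.8% and 27.0% and the supernatant shares are at most 0.989%, while supernatant replicate 3 has a lower Y RNA share (34.7%) than the other supernatant replicates.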

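Of 43 miRNAs with enough reads to test, 42 had a higher share of retained reads in vesicles at a limma adjusted p under 0.05, and 0 had a higher share in supernatant (0 also at an unadjusted p under 0.05). With the replicate number as a block, the pairing being taken from the labels, 41 of 43 passed. Same-numbered libraries deviated from their group means with a correlation of 0.0232 across these miRNAs, against -0.0102 for libraries of different number, but 18 of the 43 had no supernatant read and carry only depth there. Over the other 25 the correlation was 0.197 against -0.0889, so whether the numbers pair the miRNA counts is left open. Scaling each library to the tested miRNAs instead of all retained reads, an alternative chosen after seeing the data, moved this most: 0 passed, and 6 were higher and 3 lower at an unadjusted p under 0.05. The 42 calls therefore describe shares of all reads. The limma p-values of the miRNAs rest on a variance pooled over all tested miRNAs, with standard errors between 0.896 and 1.06. They treat the miRNAs as independent, although the miRNAs of a library are not. Such p-values can be far smaller than 3 libraries against 3 support, where the exact permutation test on the miRNA share gave p = 0.1. The largest changes were for miR-71 on contig 68684 (log2 fold change 8.07, standard error 0.96, limma adjusted p = 3.04e-13) and 2 precursors on contigs 185028 and 274556 (log2 fold changes 8.02 and 7.65). Their size rests on few or no supernatant reads (3 in 1 library for miR-71, 0 for contig 185028) and so on depth and the constant that voom adds to each count. Of the 15 miRNAs with reads in each supernatant library, 14 passed, with a highest log2 fold change of 7.07. Each of the 3 largest was higher in vesicles in all 3 same-numbered pairs, which was a condition of naming them. It held for 42 of the 43 tested miRNAs in all. The adjusted p of miR-71 was 0.144 in 1 of the fits that each left out a replicate. Among 1301 distinct read sequences tested, 350 were higher in vesicles and 71 in supernatant, and with the replicate block 584 and 86. Here same-numbered libraries deviated together, with a correlation of 0.226 against -0.113. In each of these comparisons the second value largely follows from the first, since deviations from a group mean cancel out, and is no separate baseline. Adapter reads, most frequent in both replicate 3 libraries, were not left out before the read sequences were compared. By class, in the fit without the replicate block, 91 of 96 miRNA sequences were higher in vesicles and 0 in supernatant. In the same fit, 0 of 46 Y RNA sequences were higher in vesicles and 14 in supernatant. From the shares of reads in Fig. 4a, the paper concludes that parasite miRNAs are enriched in vesicles.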

Results from three biological replicates demonstrate that the parasite miRNAs are enriched in the vesicle fractions (75% of reads compared with 10% in supernatant, which is dominated instead by rRNA and Y RNA fragments, Fig. 4a). This analysis also identified three mouse miRNA homologues: miR-193, miR-10 and miR-200, within the top five most abundant secreted miRNAs. These were ranked much lower in the initial Illumina analysis (Supplementary Table 1) likely because of the sequencing bias of the different kits and platforms^21^, underscoring the importance of comparing both approaches. 

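By mean share of vesicle miRNA reads, miR-193 ranked 2, miR-10 ranked 4 and miR-200 ranked 5. miR-193, TACTGGCCTCGTAACTTCTAGC on contig 211742 (571 to 627, minus strand), made up 14.9% ± 6.36 of vesicle miRNA reads (SD, n = 3). Its share was 8.06%, 15.9% and 20.6% in replicates 1 to 3, and it ranked 3 with at most 2 edits or with replicate 3 left out. miR-10, TACCCTGTAGTACCGAATAGTGTCT on contig 284748 (928 to 985, plus strand), made up 7.69% ± 2.04. miR-200, TAATACTGTCAGGTAATGATGCT on contig 67031 (1218 to 1276, plus strand), made up 3.59% ± 0.187. The other members of the top 5 were bantam miRNAs, TGAGATCATTGTGAAGGCCACT on contig 22035 (38.6% ± 5.86, rank 1) and TGAGATCACGCGTATATTCGCC on contig 80080 (12.8% ± 2.37, rank 3), the latter including reads shared with the member on contig 133142. The SDs of miR-193 and the second bantam miRNA overlap, so their order is not resolved by 3 replicates. In log2 fold change of vesicles over supernatant, per retained read, miR-193 stood at 7.07, miR-10 at 6.68 and miR-200 at 6.35 (limma adjusted p = 4.9e-10, 3.14e-09 and 1.74e-08).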

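In the total secretion product library, miR-193 ranked 23 with 0.889% of miRNA reads (95% Wilson interval 0.876 to 0.901%), miR-200 ranked 31 with 0.333% (0.326 to 0.341%) and miR-10 ranked 36 with 0.229% (0.223 to 0.236%). The vesicle mean was 14.9% ± 6.36 for miR-193, 3.59% ± 0.187 for miR-200 and 7.69% ± 2.04 for miR-10 (SD, n = 3). In the other direction, the most abundant miRNA of the secretion product, the miR-100 member on contig 232277, fell from 17.2% to 1.87% ± 0.588 and miR-71 from 13.1% to 0.684% ± 0.155. Across the 51 miRNAs compared, which are not independent replicates, Pearson's r of log2(rpm + 1) was 0.604 between the vesicle mean and the secretion product, against 0.804 between the vesicle and supernatant means. The secretion product and adult worms, also prepared with the same kit as each other, had r = 0.305. A shared kit thus did not by itself give a high correlation. In supernatant, prepared with the same kit as the vesicles, the means were 7.90% ± 6.13 for miR-193, 2.78% ± 1.76 for miR-200 and 4.22% ± 1.15 for miR-10 (SD, n = 3). The paper proposes that the bias of the different kits and platforms accounts for the lower ranks.

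**Figure D3:**
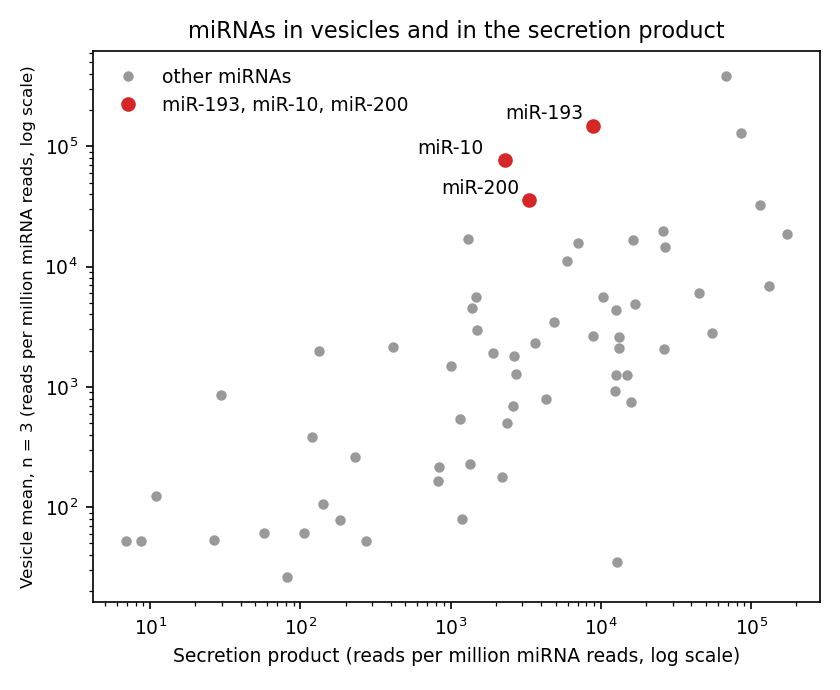
The rpm of miRNA reads in the secretion product (x axis, log scale, 1 library) and mean over 3 vesicle libraries (y axis, log scale) for the 61 miRNAs with reads in both. miR-193, miR-10 and miR-200 lie at ranks 2, 4 and 5 in vesicles and at 23, 36 and 31 in the secretion product.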

Overall the three replicates showed the same profile of miRNAs in each vesicle sample (Supplementary Table 2) and neither vesicle nor supernatant contained intact large ribosomal RNA (Supplementary Fig. 4). 

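Over the 47 miRNAs with at least 10 reads in any vesicle library, Pearson's r of log2(rpm of miRNA reads + 1) was 0.887 between vesicle replicates 1 and 2, 0.855 between 1 and 3 and 0.926 between 2 and 3. These correlations are across miRNAs, which are not independent replicates. Raising the pseudocount to 100 moved the lowest most, to 0.958. Vesicle libraries had reads on 58, 59 and 49 miRNAs, and 47 were found in all 3. The bantam family made up 65.1%, 51.0% and 52.1% of vesicle miRNA reads in replicates 1 to 3. In supernatant, over 16 miRNAs, r was -0.0415 between replicates 1 and 2, -0.0876 between 1 and 3 and 0.973 between 2 and 3. These values moved with the method, to 0.456, 0.118 and 0.796 as Spearman's rho and to 0.109, 0.282 and 0.680 over all 29 miRNAs with a read. Those libraries held 1241, 683 and 480 miRNA reads, against 38347, 37619 and 23586 in vesicles.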

Northern blot analysis confirmed the specificity of small RNA biotypes in vesicles versus supernatant, showing miR-100 to be exclusively present in the vesicles and the Y RNA fragment to be exclusively present in the supernatant (Fig. 4b). Notably, on the same blot the full-length Y RNA was detected in the vesicles and both the miRNA and full-length Y RNA were largely resistant to degradation by RNases in untreated samples but became susceptible in the presence of Triton-X-100 (Fig. 4c). Together, these results demonstrate that mature miRNAs and full-length Y RNAs are secreted by a parasitic nematode and are protected through encapsulation within vesicles of intestinal origin that share similar size and protein composition to mammalian exosomes.

### *H. polygyrus* exosomes suppress innate immunity *in vivo*

Helminths are well known to suppress pathogenic immune responses in both the gastrointestinal tract and airways^5^. To examine the functionality of the parasite-derived exosomes *in vivo*, they were administered intranasally in combination with extracts of the allergenic fungus *Alternaria*, which induces rapid IL-33 release as part of the Type 2 Th2-like innate immune response that leads to lung eosinophilia^22^. Pre-treatment with parasite-derived exosomes before *Alternaria* extract administration led to a sharp reduction in bronchoalveolar lavage eosinophilia (Fig. 5a), and suppressed expression of the Type 2 cytokines interleukin (IL)-5 and IL-13 by innate lymphoid cells (ILCs; Fig. 5b,c). Neutrophilia, which does not depend on Type 2 cytokines, was undiminished by exosome administration (Fig. 5d). Intriguingly, the overall expression of the IL-33 receptor (also known as ST2) was also suppressed in recipients of exosomes (Fig. 5e).

### Internalization of nematode exosomes and RNAs by mouse cells

To determine whether the nematode-derived exosomes can enter mammalian cells, uptake was examined in mouse small intestinal epithelial cells, a cell type that is naturally in direct contact with *H. polygrus in vivo*. Exosomes were labelled with the lipid dye PKH67 and incubated with MODE-K cells *in vitro*. Uptake was analysed by fluorescence-activated cell sorting (FACS) and confocal microscopy. Over 60% of the cells were PKH67-positive after 1 h of incubation with *H. polygyrus* vesicles compared with 1.5% when incubated with background dye (Supplementary Fig. 5). These results are unlikely to be due to nonspecific association with the cell membrane as treatment with trypsin did not eliminate the signal (Supplementary Fig. 5). Confocal analysis confirmed uptake to the cytoplasm and demonstrates that this requires physiological temperature (Fig. 6a). qRT–PCR analysis of the treated cells detects the parasite-specific miRNAs in cells after 20 h of incubation, with no change in the endogenous miR-16 (Fig. 6b). The full-length parasite-derived Y RNA could also be detected by northern blot analysis in cells which were treated directly with exosomes followed by washing (Fig. 6c).

### Regulation of mouse genes by nematode exosomes

To determine the function of these vesicles in mouse cells, gene expression analyses were carried out on MODE-K cells following incubation with *H. polygyrus* exosomes. A total of 128 genes were differentially expressed upon treatment (false discovery rate (FDR) *P*<0.05). Relatively subtle changes in gene expression were observed (Fig. 7a); however, the most strongly downregulated gene was *Dusp1* (also known as *MKP-1* in human), a key regulator of MAPK signalling associated with dampening the type 1 pro-inflammatory reaction to Toll like receptor (TLR) ligands. Another gene significantly downregulated by exosomes is *Il1rl1* (also known as *IL33R* in human and so referred to here as *Il33r*), the ligand-specific subunit of the receptor for IL-33, a key alarmin cytokine required for protection against multicellular parasites, which is produced by innate cells to drive early type 2 immune responsiveness^23^ and is suppressed by the exosomes in ILCs *in vivo* (Fig. 5e). The effects of the exosomes on *Dusp1* and *Il33r* were validated by RT–qPCR and are unlikely to reflect a nonspecific response to vesicle uptake as exosomes derived from mouse intestinal cells showed similar uptake but did not alter *Dusp1* and *Il33r* levels (Fig. 7b and Supplementary Fig. 5).

There are a number of potential mechanisms that could mediate the decrease in *Dusp1* and *Il33r* levels. The 3′untranslated region (UTR) of *Dusp1* is highly conserved and contains 7mer binding sites for the parasite homologues of mouse miR-200 (aka miR-8) and let-7 as well as a 6mer site for miR-425 (aka miR-63) in between these sites (Supplementary Fig. 6). We therefore examined whether the parasite miRNAs could suppress translation of a reporter vector containing the 3′-UTR of *Dusp1* fused to luciferase. Synthetic parasite miRNAs were transfected into MODE-K cells, resulting in 1.2- to 2.0-fold reduction in luciferase levels for the *Dusp1* reporter but not control (Fig. 7c). Notably, transfection of a cocktail of three of the miRNAs (at the same total RNA concentration) resulted in an increased reduction in luciferase activity (3.1-fold). This is consistent with enhanced repressive effects of miRNA sites in close proximity and suggests that secreted parasite miRNAs could work in cooperation to exert maximal effects on host genes. In contrast, the 3′-UTR of the IL33R-encoding gene *Il1lr1* is not conserved and, although binding sites for some of the secreted miRNAs were identified, we did not observe repression of a *Il1rl1* 3′-UTR reporter by transfection of miR-71, which contained two 7mer sites (Fig. 7c and Supplementary Fig. 6).

### Circulating nematode miRNAs in serum

To establish whether the secreted nematode miRNAs naturally circulate in host tissues *in vivo*, we examined serum from mice infected with *H. polygyrus* (which resides in the gut lumen) or the filarial nematode *L. sigmodontis* (which resides in the pleural cavity). No *H. polygyrus* miRNAs were detected in the serum; however, a total of 1,188 reads mapped perfectly and unambiguously to the *L. sigmodontis* draft genome and 761 of these derived from 16 nematode miRNAs (Table 2 and Supplementary Table 3). Although we cannot rule out the possibility that some of the miRNAs in serum could derive from dying worms, the most abundant miRNAs detected are homologues of those found in *H. polygyrus* exosomes, including miR-100, bantam, miR-71 and miR-263 (Table 2, Fig. 8). These data confirm the *in vivo* secretion of parasite miRNAs and are consistent with the idea that exosomes and associated RNAs operate locally in the host’s body such that their detection in body fluids will be dictated by the life stage and localization of the parasite in the host.

## Discussion

In summary, we have shown that nematode parasite-derived miRNAs and Y RNAs are transported into mammalian host cells via exosomes that regulate host genes associated with immunity and inflammation and suppress an innate Type 2 response *in vivo*. Extracellular vesicles are emerging as a central mechanism for cell-to-cell signalling within mammalian systems, and our report of their secretion by a nematode species is within the setting of vesicle secretion by an increasingly diverse range of pathogens^24^,^25^,^26^. We have demonstrated for the first time that nematode-derived RNAs are a key component within exosomes that can be transferred to host cells. Nematodes are ubiquitous pathogens of both plants and animals and we anticipate that RNA secretion is a conserved phenomenon, supported by the fact that we detect miRNAs from the filarial nematode *L. sigmodontis* in host tissue, consistent with a recent report^12^. In fact, RNA secretion may be a ubiquitous feature across a range of parasites; an initial report suggests that miRNAs are also associated with vesicles in the trematode *Dicrocoelium dendriticum*^27^.

Given that many of the nematode miRNAs are homologues to mouse miRNAs, it is tempting to speculate that these could tap into existing miRNA regulatory networks in host cells. In support of this, we show with a reporter assay that three of the secreted nematode miRNAs that have identical seed sites to mouse miRNAs can together downregulate DUSP1 through conserved sites in its 3′UTR. Many questions remain, however, regarding the mechanism by which the nematode miRNAs can operate in host cells. The exosome is a functional ensemble and immune suppression is likely to require a combination of protein and miRNAs for fusion and gene regulation. It will be challenging, therefore, to pin point the individual contributions of each. For example, a nematode Ago protein is secreted with the miRNAs that may be required for functionality. This Ago belongs to the WAGO clade of Agos that evolved in the nematode lineage. The WAGOs mediate diverse RNA interference mechanisms in nematodes and can operate at epigenetic, transcriptional and post-transcriptional levels^28^; it is intriguing to now consider how these possibilities could extend to their hosts.

An exciting finding in this study is the fact that the exosomes can suppress an innate Type 2 response *in vivo*, identifying vesicles as another class of immunomodulator used by the parasite and opening the door to further exploitation of exosomes in a therapeutic context. Our previous work has shown that *H. polygyrus*-secreted material suppresses IL-33 release and it is likely that a combination of soluble proteins and exosomes together suppress this important pathway^22^. From analyses *in vitro* we identify *Il33r* and *Dusp1* as host genes directly suppressed by the exosomes. Although DUSP1 has been broadly viewed as an attenuator of immune activation, it is known to preferentially downregulate IL-6 that has recently been shown to promote susceptibility to *H. polygyrus*^29^, while upregulating IL-10, which acts as a broadly immunosuppressive cytokine^30^. Hence, parasite survival is likely to be favoured by reduced DUSP1 levels. Further, DUSP1/MKP-1 dampens the acute inflammatory response to lipopolysaccharide, promoting macrophage arginase expression over nitric oxide synthase^31^. Hence, parasite repression of DUSP1 could block the induction of arginase, a known mediator of killing of *H. polygyrus* in the mouse^32^. These possibilities are now being investigated in our laboratories. Our reporter assays suggest that Dusp1 could be directly targeted by the parasite miRNAs; however, we do not observe repression of Il33r when transfecting the parasite miRNA, miR-71, that is predicted to target its 3′UTR. It may be that additional parasite-derived RNAs or proteins could regulate *Il33r* expression, or that the effect operates indirectly through a separate target gene. For example, reduced expression of *Dusp1* or other regulators of MAPK signalling could result in GATA-2 phosphorylation, which might inhibit its ability to promote *Il33r* transcription^33^,^34^.

Finally, our work has revealed not only secreted miRNAs that are packaged in exosomes but also full-length Y RNAs that are transferred to host cells at an abundance level detectable by northern blot analysis. Y RNAs are not known to function in gene silencing but were recently shown to be packaged into exosomes secreted from dendritic cells^35^ and play roles in RNA quality control and DNA replication in humans^36^. Further work is required to understand whether and how each of these classes of secreted parasite RNA can contribute to the capacity of this parasite to manipulate its environment within the host.

## Methods

### Purification of vesicles from secretion product

For collection of *H. polygyrus* secretion product, CF1 mice are infected with infective-stage larvae by gavage and adult parasites collected from the small intestine 14 days post infection. The worms are maintained in serum-free media *in vitro* as described elsewhere^37^; secretion product is collected every 3 days for a maximum of 3 weeks (samples used here were from the first week of collection) and purified as follows: eggs are removed by spinning at 400 *g* before filtering of the secretion through 0.2-μm filter (Millipore). Filtered media is then processed following a modified protocol from that described in ref. 38, by being spun at 100,000 *g* for 2 h in polyallomer tubes at 4 °C in a SW40 rotor (Beckman Coulter). Pelleted material is washed two times in filtered PBS at 100,000 *g* for 2 h. The supernatant is concentrated using Vivaspin 6 5000 MWCO tubes (Fisher) at 5,000 *g* and washed two times with PBS.

### Small RNA library preparation and analysis

For the analysis of small RNAs in the life stages and total secretion products, total RNA was size-selected on 15% denaturing PAGE and libraries prepared from the 18 to 30 nt fraction using Illumina Small RNA preparation kit version 1.5 and sequenced on an Illumina GAIIX instrument in Edinburgh Genomics ( http://genomics.ed.ac.uk/). To identify larger RNAs in the secretion product, separate libraries were also prepared for RNA size selected between 60 and 100 nt and sequenced in parallel. For analysis of vesicle and nonvesicle fractions, small RNA libraries were prepared using the TruSeq kit and sequenced on MiSeq platforms, without prior size fractionation of the RNA. All libraries were analysed by first clipping the 3′ sRNA adapter using cutadapt, searching for at least a six-base match to the adapter sequence. For analysis of small RNAs only reads that contained the adapter were 16–40 nt in length and were present at more than two copies were retained for further analysis. For analysis of RNAs >60 nt in the secretion product, sequences present at >100 reads in the library (out of 490,614 reads sequenced) were aligned in Clustalw and manually inspected for sbRNA (Y RNA) content in terms of secondary structure and location of a UUAUC motif in the terminal loop as described in^16^ (Fig. 1c and Supplementary Fig. 2). The Y fragments in the small RNA libraries (<40 nt) were then identified based on criteria that they aligned to these full-length Y RNAs.

The draft genome assembly for *H. polygyrus* was created with the CLC *de novo* assembler using two lanes of Illumina GAII data with 50 bp paired-end and 100 bp paired-end reads from Edinburgh Genomics ( http://genomics/ed.ac.uk/); the raw and assembled data are available at http://heligmosomoides.nematod.es/. This version was used to map the sequences around small RNA reads to identify structures consistent with miRNA precursors (according to prediction programmes detailed below). Reads matching the genome were aligned to a set of RNA sequences consisting of known *H. polygyrus* 18S, 28S and 5.8S rRNA sequences (Genbank AJ920355.1, AM039747.1 and DQ408618.1:527-678), 5S rRNA from a closely related species (*Trichostrongylus colubriformis*, Genbank U32119.1) and Rfam sequences (version 10, obtained from ftp://ftp.sanger.ac.uk/pub/databases/Rfam/10.0/Rfam.fasta.gz). The best hit with at most two edits was used to classify the reads. Any reads that matched an rRNA or non-microRNA Rfam family were filtered before miRNA analysis. The analysis of piRNAs was carried out with reads that did not match known Rfam classes or miRNAs; initial identification was based on the presence of a ‘GUUUCA’ between 35 and 65 nt upstream of the 5′ RNA alignment start site^39^. Inspection of the distribution plot identified the region 42–45 nt upstream of the 5′ RNA alignment start site as being the key area for subsequent analyses (Supplementary Fig. 1).

Two miRNA prediction programmes were used to identify miRNAs in the data sets: miRDeep2 (ref. 40) and mireap ( http://sourceforge.net/projects/mireap/). Both programmes use miRNA biogenesis to model the expected alignment of sRNA reads to a potential miRNA precursor. For miRDeep2, the following default settings were used: (a) requirement that reads match the genome perfectly, (b) removal of reads that match to more than five places in the genome and (c) cutoff -v 1, (d) the ‘-s option’ was employed, using all mature sequences from mirbase (version 19). The default settings of minimum free energy (<−20 kcal mol^−1^) and read length (18–30) were employed. In both programmes, precursor predictions with fewer than 10 reads were discarded. Where multiple precursor loci predicted identical mature miRNAs, only the precursor with the largest number of matching reads was reported.

### pCp end labelling and northern blot

For 3′ end-labelling, total RNA was extracted from the life stages and secretion product using the miRNAeasy kit (Qiagen): 1 μg total RNA was used from life stages and RNA extracted from a volume of secretion product equating to 15 μg protein (the total RNA concentration was too low to detect by nanodrop or qubit). The 3′-end labelling was carried out at 4 °C overnight in 10 μl using RNA ligase I (NEB) according to the manufacturer’s instructions with 3,000 Ci mmol^−1 32^P PcP (Perkin Elmer). Reactions were quenched by the addition of 2 × loading buffer (8 M urea, 0.5% TBE) and 4 μl run on an 18% PAGE at 350 V for 8 h, which was then visualized by phosphorimaging using a Typhoon Scanner (GE Healthcare). For northern blot analysis, total RNA was extracted from volumes of vesicle and nonvesicle fractions that contained equivalent protein (10 μg) and then separated by denaturing 15% PAGE, transferred to Hybond-N+ membrane (GE Healthcare) and chemically crosslinked as described previously^41^. Blots were prehybridized in PerfectHyb (Sigma) for 1 h at 42 °C before overnight incubation with DNA probes (Invitrogen) that were perfectly complementary to the miRNA or Y RNA: miR-100: 5′-ACACAAGTTCGGATCTACGGGTT-3′, YRNA-5P: 5′-ACCCTACGACTCCGGACCAAGCGCG-3′, YRNA-3P: 5p-GCGCCGGTCGAGCTTTTGTCGAAGGGAAT-3p, Y RNA-loop: 5p-AAGGGAATTCGAGACATTGTTGATAAC-3p. The probes were labelled with T4 PNK (NEB) and 6,000 Ci mmol^−1 32^P ATP (Perkin Elmer) according to the manufacturers’ protocols.

### miRNA RT–qPCR

Analysis of miRNA levels in ultracentrifugation fractions was carried out using the miScript system (Qiagen) with unmodified DNA probes identical to the full-length parasite miRNA (Life Sciences): miR-100: 5′-AACCCGTAGATCCGAACTTGTGT-3′, miR-71: 5′-TGAAAGACATGGGTAGTGAGAC-3′, let-7: 5′-TGAGGTAGTAGGTTGTATAGTT-3′ and miR-60: 5′-TATTATGCACATTTTCTGGTTCA-3′. For analysis of parasite-derived miRNA levels in host cells, qRT–PCR was carried out using the miRCURY LNA microRNA PCR system (Exiqon) and LNA probes were custom-designed by Exiqon to minimize cross hybridization with mouse sequences, and efficiency of probes was measured between 90 and 100% (data not shown). Analysis of mouse gene expression levels was carried out using the Sybr green I master mix (Roche), with the following primers: gapdh_F: 5′-CATGGCCTTCCGTGTTCCTA-3′, gapdh_R: 5′-GCGGCACGTCAGATCCA-3′ Dusp1_F: 5′-GTGCCTGACAGTGCAGAATC-3′, Dusp1_R: 5′-CACTGCCCAGGTACAGGAAG-3′, Il33R_F: 5′-AGACCTGTTACCTGGGCAAG-3′, Il33R_R: 5′-CACCTGTCTTCTGCTATTCTGG-3′. Data were collected on a Light Cycler 480 System (Roche) following temperature profiles recommended by each manufacturer. The delta *C*_t_ method was used for quantification as described in ref. 11 using GAPDH as the normalizer. Data were analysed using one-way analysis of variance (ANOVA) followed by Tukey’s post test and variance within groups assessed by Brown Forsythe test.

### LC-MS/MS

Five micrograms of total protein from the secretion product ultracentrifuge pellet or supernatant were loaded on a 12% Tris-Bis NuPAGE gel (Invitrogen) and electrophoresis carried out for 5 min before in-gel digestion as described in ref. 42. Capillary-HPLC-MS/MS analysis was performed using an online system consisting of a micropump (1,200 binary HPLC system, Agilent, UK) coupled to a hybrid LTQ-Orbitrap XL instrument (ThermoFisher, UK). Data were searched using MASCOT Versions 2.4 (Matrix Science Ltd, UK) against an in-house *H. polygyrus* transcriptome assembly of 454 sequences^43^ using a maximum missed-cut value of 2. Variable methionine oxidation and fixed cysteine carbamidomethylation were used in all searches; precursor mass tolerance was set to 7 p.p.m. and MS/MS tolerance to 0.4 a.m.u. The significance threshold (*p*) was set below 0.05 (MudPIT scoring). A peptide Mascot score threshold of 20 was used in the final analysis, which corresponds to a global FDR of 4.6% using a decoy database search. LC-MS label-free quantitation was performed using Progenesis (Nonlinear Dynamics, UK) as described elsewhere^42^ where the total number of Features (that is, intensity signal at a given retention time and m/z) was reduced to MS/MS peaks with the charge of 2, 3 or 4+ and we only kept the five most intense MS/MS spectra per ‘Feature’. The subset of multicharged ions (2+, 3+ and 4+) was extracted from each LC-MS run. For a specific protein, the associated unique peptide ions were summed to generate an abundance value that was transformed using an ArcSinH function required for the calculation of the *P* value. A total of 362 proteins were identified in either the supernatant or pellet based on requirement of at least two peptides present; of these, 122 were enriched in the supernatant and 139 in the pellet, while the remaining 101 did not show statistically significant enrichment and were detectable in both samples. The within-group means were calculated to determine the fold change and the transformed data were then used to calculate the *P* values using one-way ANOVA. Differentially expressed proteins were considered meaningful under the following conditions: detected by two or more peptides, with an absolute ratio of at least 1.5 and *P*<0.05 associated with the protein change. Classification of intestinal proteins is based on homology to proteins identified in other nematodes, described in ref. 44.

### TEM

For visualization of the vesicles, the purified ultracentrifuged pellet from *H. polygyrus* secretion product (100 μg ml^−1^ protein concentration) was fixed in 2% paraformaldehyde (PFA), deposited on Formvar-carbon-coated EM grids and treated with glutaraldehyde before treatment with uranyl oxalate and methyl cellulose as described in ref. 38. For analysis of adult *H. polygyrus* parasites, samples were washed with PBS before fixation in 2.5% glutaraldehyde solution in 0.1 M sodium cacodylate buffer overnight. Parasites were rinsed three times with 0.1 M Na cacodylate buffer, and post-fixed in 1% osmium tetroxide for 1 h. After rinsing in 0.1 M Na cacodylate buffer, they were sequentially dehydrated in a graded acetone series. Finally, samples were sequentially incubated for 30 min in an araldite:acetone solution left to evaporate overnight at 60 °C and then embedded in fresh araldite resin and polymerized at 60 °C for 48 h. Ultrathin sections, 60-nm thick, were cut from selected areas, stained in uranyl acetate and lead citrate, and then viewed in a Philips CM120 TEM. Images were taken on a Gatan Orius CCD camera.

### Flow cytometry and confocal analyses of uptake

Purified exosomes from *H. polygyrus* or MODE-K cells (measured as 5 μg of total protein) were labelled with 2 μg of PKH67 dye (Sigma) for 5 min at room temperature following the manufacturer’s protocol. The staining reaction was stopped by adding an equal amount of 1% bovine serum albumin (BSA), and exosomes were washed in PBS and pelleted by ultracentrifugation (1 h at 100,000 *g*). A probe solution was prepared with the PKH67 following the same protocol but mixed with PBS solution in the absence of exosomes. MODE-K cells^45^ were obtained from Dominique Kaiserlian (INSERM) and grown following the standard protocol in DMEM (Invitrogen) medium supplemented with 10% fetal bovine serum (Invitrogen), 1% penicillin–streptomycin (Lonza), 1% L-glutamine (Lonza), 1% non-essential amino acids/sodium pyruvate (Gibco). These were mycoplasma-free based on testing every 4 weeks. On the day of the experiment, cells were seeded in 24-well plates (1 × 10^5^ cells per well) using advanced DMEM serum-free medium (Invitrogen) supplemented with 1% L-glutamine and subsequently incubated (1 h at 37 °C) either in the presence of PKH67-labelled *H. polygyrus*-derived exosomes (5 μg of total protein) or in the presence of the probe alone. After incubation, cells were harvested, washed twice in FACS buffer (PBS 1 × , 2.5% FBS, 0.1% BSA, 0.05% NaN_3_) and finally resuspended in 500 μl of the same buffer. A subset of the samples were then incubated with 50 ul of 0.25% Trypsin/EDTA (Gibco) for 5 min before analysis (indicated in Supplementary Fig. 5). Samples were analysed using the BD FACS Canto II flow cytometer (BD Bioscience). Data files were acquired from the cytometer, with 5,000 events collected for each tube and the data analysis was performed using the FlowJo software (Tree Star Inc.). For confocal analyses, MODE-K cells were seeded on round microscope cover glasses in 24-well plates (2.5 × 10^4^ cells per well) in media described above. Cells were allowed to attach on to the coverslips overnight and the following day shifted to advanced DMEM medium supplemented with 1% L-glutamine. Cells were incubated (1 h at 37 or 4 °C) either in the presence of labelled exosomes or probe only. After incubation, medium was aspirated, cells were washed twice in PBS and fixed with 4% PFA, with residual PFA quenched with 50 mM glycine. Slide coverslips were washed extensively in PBS, and nuclei were stained with 4',6-diamidino-2-phenylindole-supplemented ProLong Fade Gold (Invitrogen) mounting media. Samples were examined on the Leica SP5 II (Leica Microsystems, lasers exciting at 405 and 488, × 63 objective) using the LAS AP software (Leica). Images were analysed using the Volocity software (Improvision).

### Microarray analysis

MODE-K cells were grown in DMEM media as described above and seeded into 24-well plates at 20,000 cells per well. The following day, cells were incubated with *H. polygyrus*-derived exosomes (5 μg total protein per well) for 20 h before washing twice with PBS and total RNA extracted. RNA was prepared for microarray analysis using the Illumina TotalPrep RNA Amplification kit and run on MouseWG-6 v2.0 (Illumina) at the Wellcome Trust Clinical Research Facility (University of Edinburgh). The raw SampleProbeProfile file was processed within R, using ‘lumi’ and ‘lumiMouseAll.db’ Bioconductor packages^46^,^47^,^48^. Quality control was performed using Multi-Dimensional Scaling, and one of the control samples that behaved as an outlier was removed. Raw expression values were processed with the Variance Stabilizing Transformation and the Robust Spline Normalization^49^. An InterQuartile Range was calculated across all samples for each probe, and used to select the most variable probe of those that mapped to the same transcript. Probes without a gene or transcript annotation were excluded, leaving a total of 30,708 nonredundant annotated probes. Differential expression was performed using the ‘limma’ package^50^, fitting a linear model for each probe and using an empirical Bayes method to obtain moderated t-statistics. In order to reduce the multiple-test problem and focus on the most interesting genes, ‘present’ probes with an Illumina detection *P* value <0.05 in at least three samples were selected, leaving 12,276. The Benjamini and Hochberg method was used to calculate FDRs^51^.

### *In vivo* analysis of exosome function in *Alternaria* model

BALB/c mice were bred in-house at the University of Edinburgh and accommodated according to Home Office regulations. Female mice were used when they were 6–10 weeks old. For all experiments presented in this study, the sample size was large enough to measure the effect size. No randomization and no blinding were performed in this study. *H. polygyrus* exosomes (10 μg) were administered intranasally (under isoflurane sedation) in 50 μl PBS, or 50 μl PBS alone to controls, 24 h before intranasal administration of 50 μg *Alternaria* extract with a further 5 μg of exosomes. Mice were killed 24 h after *Alternaria* administration, and bronchoalveolar lavage and lung cell suspensions stained for flow cytometry as described previously^22^. Briefly, cells were counted, then surface stained for Siglecf+CD11c− (eosinophils) or stimulated with phorbol myristate acetate (PMA) and ionomycin for 4 h in the presence of BrefeldinA and surface stained as negative for lineage markers (CD3/CD4/CD5/CD19/CD11b/CD11c/CD19/GR1) and positive for CD45, ICOS and ST2 (ILC2s), and assessed for staining of IL-5 and IL-13. Samples were acquired on a Becton-Dickinson LSRII flow cytometer.

Data were analysed using Prism 6 (Graphpad Prism, La Jolla, CA, USA). Variance within groups was assessed by Brown Forsythe test and data were log-transformed and analysed by one-way ANOVA, with a Tukey’s multiple comparisons post test. Unless otherwise indicated, differences are not significant. ****P<0.0001, ***P<0.001, **P<0.01, *P<0.05, N.S. not significant *P*>0.05.

### Luciferase assays

The 3′UTRs of Dusp1 and Il33r were cloned behind *Renilla* luciferase in the Psicheck2 vector (Promega) at NotI and XhoI restriction sites as described in ref. 41 using the following primers: Psi-Dusp_F: 5′-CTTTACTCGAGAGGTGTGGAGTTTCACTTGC-3′, Psi-Dusp_R: 5′-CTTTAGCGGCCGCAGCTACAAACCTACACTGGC-3′, Psi-Il33r_F: 5′-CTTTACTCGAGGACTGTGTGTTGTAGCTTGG-3′, Psi-Il33r_R: 5′-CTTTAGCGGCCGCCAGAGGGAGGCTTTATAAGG-3′.

For reporter assays, 15,000 cells were reverse transfected into a 96-well plate with 0.3% lipofectamine (Invitrogen) and 50 ng of each Psicheck reporter in the absence or presence of 50 nM synthetic miRNA mimic (Thermofisher). Luciferase measurements were carried out at 48 h post transfection, using the Dual Glo Luciferase assay system (Promega) and Luminensence measured on a Varioskan plate reader (Thermofisher). Data shown in Fig. 7b represent *n*=3 replicates (separate transfection experiments of the MODE-K cell line) measured in parallel to control for consistent Renilla and Luciferase ratios using the same kit; data were analysed by one-way ANOVA, with a Dunnett’s post test, ****P<0.0001, ***P<0.001, **P<0.01, *P<0.05.

### MicroRNA target prediction

A custom Perl script was used to identify seed-matching sites for the *H. polygyrus* miRNAs identified by sRNA-Seq. All the 3′UTR sequences corresponding to probes on the microarray were scanned, and the results were passed to the TargetScan (v6.2) context scores Perl script. Targets for each miRNA were ranked by ‘Context+ Scores’. Conservation scores for relevant 3′UTRs (Dusp1 and Il33r) were obtained from the UCSC Genome Browser, using the ‘rtracklayer’ package to access the ‘phastCons60wayPlacental’ table^52^,^53^.

### Sequencing analysis of serum from infected mice

F1 mice were infected with *H. polygyrus* (400 L3 larvae introduced by oral gavage) and serum collected on day 14 post infection. The presence of adult parasites was confirmed by visual inspection of the mouse gut lumen. Six-week-old BALB/c mice were infected with *L. sigmodontis* (subcutaneous inoculation of 40 L3), and gel-separated serum (BD Microtainer) was collected by arterial exsanguination at 60 days post infection, which was confirmed by detection of adult worms in the mouse pleural cavity and microfilarie in peripheral blood. For library preparation, 200 μl of serum was extracted with the miRNAeasy kit (Qiagen) and libraries generated following the Trueseq protocol and sequenced on the Illumina Rapid HighSeq in Edinburgh Genomics. Data were processed as described above and analysed for perfect alignment to the mouse or *L. sigmodontis* genome (reads mapping to both genomes were not analysed). Reads that aligned were then categorized by matches to Rfam or prediction as miRNAs with miRdeep2, as described in ref. 11.

## Author contributions

A.H.B. designed and carried out RNAseq experiments and validation, identified vesicles in secretion, co-designed and contributed to analysis of serum and proteomic data, co-supervised functional and uptake assays and wrote the paper; G.C. co-designed and carried out functional analyses, *in vivo Alternaria* extract experiments and vesicle detection in nematodes; F.S. designed and carried out uptake and functional assays; S.K. carried out genome alignment/annotation; H.M. co-designed and performed *in vivo Alternaria* extract experiments; J.Q. prepared and co-analysed serum libraries, T.L.B. carried out LC-MS/MS and analysis; C.A.-G. analysed microarray data and target prediction; M.L. purified secretion material and supported functional studies; Y.H. generated worm and secretion samples; A.C. supported uptake and reporter assays; M.B. oversaw genome assembly and phylogenetic analyses of AGO protein; S.A.B. performed the *L. sigmodontis* infections and tissue sampling; A.I. analysed small RNAseq data; R.M.M. supplied *H. polygyrus* life stage material, contributed to analysis of proteomic data, co-designed immunological experiments and edited the manuscript.

## Additional information

**How to cite this article:** Buck, A. H. *et al.* Exosomes secreted by nematode parasites transfer small RNAs to mammalian cells and modulate innate immunity. *Nat. Commun.* 5:5488 doi: 10.1038/ncomms6488 (2014).

**Accession codes:** The sequencing and microarray data from this study have been deposited in Gene Expression Omnibus ( http://www.ncbi.nlm.nih.gov/geo/) under accession codes GSE55978 and GSE55941. The novel miRNA sequences identified in this study have been deposited in miRBase and the official naming is provided in Supplementary Data 1. The genomic information for *H. polygyrus* and *L. sigmodontis* is available at http://www.nematodes.org/genomes/heligmosomoides_polygyrus/ and http://nematodes.org/genomes/litomosoides_sigmodontis/.

## Supplementary Material

Supplementary Figures and Tables Supplementary Figures 1-6 and Supplementary Tables 1-3.

Supplementary Dataset 1 piRNAs and miRNAs identified in H. polygyrus libraries with read counts indicated for each library. For each mature miRNA sequence, seed-site identity (positions 2-7) in other organisms is indicated. 

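Seed identity was taken here from this data set as listed, without a new search. Of the 259 high-confidence miRNAs used, 45 list a mouse miRNA with the same positions 2 to 7. A shared seed describes those 6 bases and not the rest of the mature sequence.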

Pre-miRNAs with reads mapping to both arms of the hairpin and/or which contain homology to other nematode miRNAs are defined as "high confidence", while those that do not fulfil this criteria are "low confidence".

Supplementary Dataset 2 *H. polygyrus* proteins identified in vesicle and non-vesicle fractions of the secretion product by LC-MS/MS. Identity of the most highly similar matches in the NCBI nr database using BLAST is shown as well as relative enrichment and p values (n=3). Those noted as exosome proteins, VAL proteins, Intestinal proteins and the Ago protein in Fig. 3 are indicated.

## Figures and Tables

**Figure 1:**
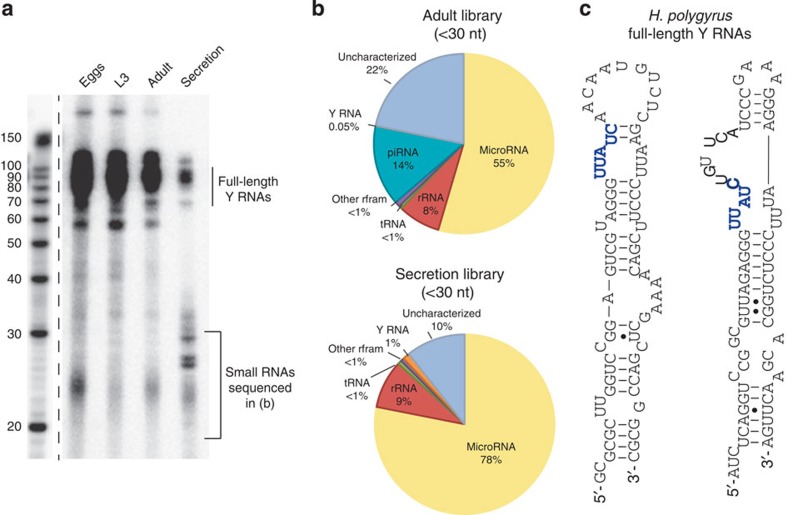
*H. polygyrus* secretory products contain miRNAs and Y RNAs. (**a**) Size distribution of 3′-end labelled (pCp) total RNA extracted from the life stages (1 μg total RNA) or secretion product of *H. polygyrus* (total RNA from equivalent of 15 μg protein secretion product). (**b**) Proportion of *H. polygyrus* small RNA biotypes (<30 nt) identified in sequencing libraries from adult worms and the secretion product. (**c**) Predicted secondary structures of the two families of Y RNA identified in *H. polygyrus* secretion products based on RNAfold, the conserved UUAUC motif is noted in blue.

**Figure 2:**
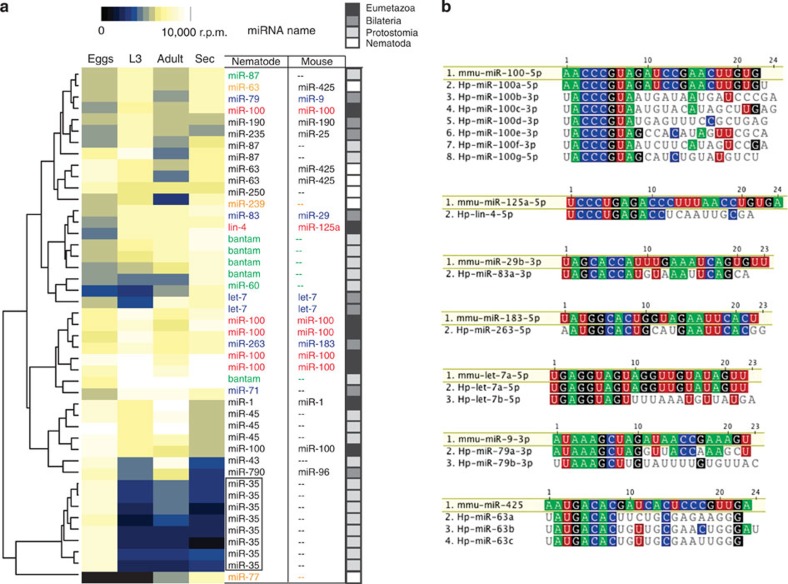
Many secreted nematode miRNAs have identical seed sites to mouse miRNAs. (**a**) Temporal expression of highly abundant miRNAs (>10,000 reads per million in at least one of the libraries) across the life stages. Nematode and mouse names are listed according to identical seed sites and miRNAs of high abundance in the secretion product are coloured according to their conservation level^18^: Eumetazoa (red), Bilateria (blue), Protostomia (green), Nematoda (orange). (**b**) Sequence alignment of abundant secreted parasite miRNAs that contain identical seed sites between mouse and *H. polygyrus*; all families shown are of common ancestry^18^ apart from miR-425/63.

**Figure 3:**
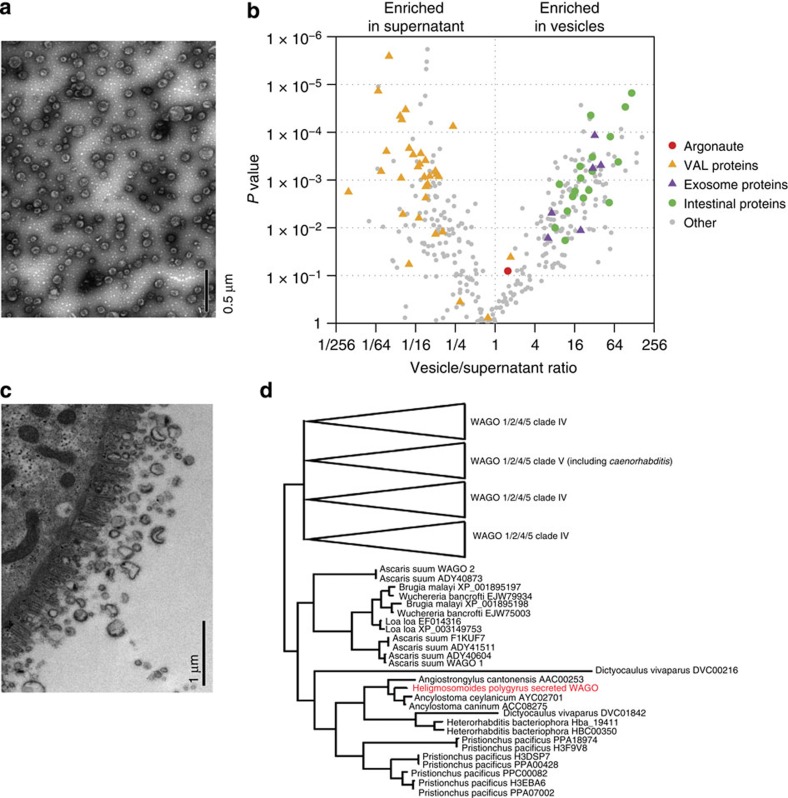
*H. polygyrus* secretes exosomes of intestinal origin that contain a WAGO protein. (**a**) TEM of purified ultracentrifugation pellet (100 μg ml^−1^ total protein) from *H. polygyrus* secretion product, scale indicates 0.5 μm. (**b**) Scatter plot of proteins enriched in ultracentrifugation pellet or supernatant based on LC-MS/MS, *n*=3, using *P*<0.05 (one-way ANOVA) and FC >1.5 as cutoffs. Noted in the legend are homologues of intestinal nematode proteins (green), mammalian exosome proteins (purple), Venom Allergen-Like (VAL) proteins (orange) and an Argonaute protein (red). (**c**) TEM of adult worm intestine noting vesicles of comparable size to exosomes, scale indicates 1.0 μm. (**d**) Phylogenetic relationship of the secreted Argonaute protein identified in *H. polygyrus* secretion product in relation to other nematode Argonautes. The analysis was performed on the same data set described in ref. 28 with the addition of the *H. polygyrus-*secreted argonaute sequence, using the same method (Bayesian analysis using MrBayes v3.2).

**Figure 4:**
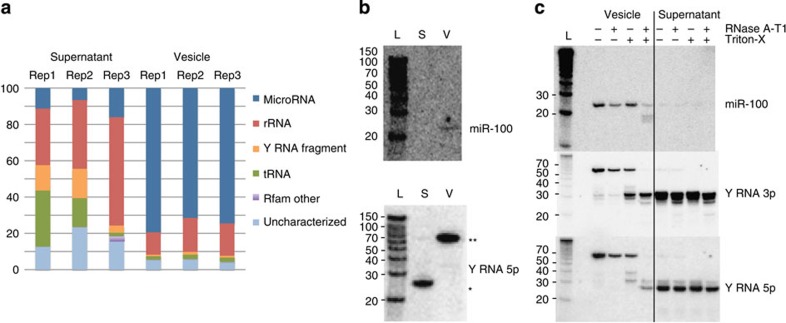
Secreted miRNAs are protected from degradation through encapsulation within exosomes. (**a**) Classification of *H. polygyrus* small RNAs in the secretion product following ultracentrifugation. (**b**) Northern blot analysis of RNA extracted from ultracentrifuge pellet or supernatant (from equivalent 10 μg protein) using probes complementary to *H. polygyrus* miR-100 or the 5′ arm of nematode Y RNA; * indicates the processed Y RNA and ** indicates the full length Y RNA. (**c**) Northern blot of RNA extracted from the pelleted secretion product following RNase treatment (0.5 Unit RNace-IT, 1 h at 37 °C) in the presence or absence of 0.05% Triton-X-100.

**Figure 5:**
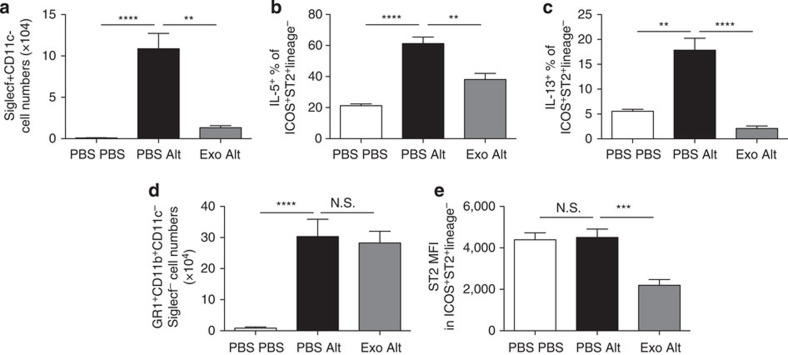
*H. polygyrus* exosomes suppress a Type 2 innate immune response *in vivo.* *H. polygyrus* exosomes (10 μg) were administered intranasally to BALB/c mice 24 h before administration of 50 μg *Alternaria* extract and a further 5 μg exosomes, or controls that received PBS. (**a**) Siglecf^+^CD11c^−^ eosinophils in the bronchoalveolar lavage; (**b**) IL-5 and (**c**) IL-13 expression in PMA/ionomycin-stimulated lineage-negative, ICOS^+^ST2^+^ group 2 innate lymphoid cells in digested lung tissue were measured 24 h after *Alternaria* extract administration; (**d**) Gr1+CD11b+ neutrophils in the same lavage samples; (**e**) the mean fluorescence intensity (MFI) of ST2 (IL33R) staining in ILCs from each group of mice. Data are representative of two independent experiments, *n*=4–6 per group; error bars are mean±s.e.m. Data analysed by ANOVA and Tukey’s post test, ****P<0.0001, ***P<0.001, **P<0.01, *P<0.05.

**Figure 6:**
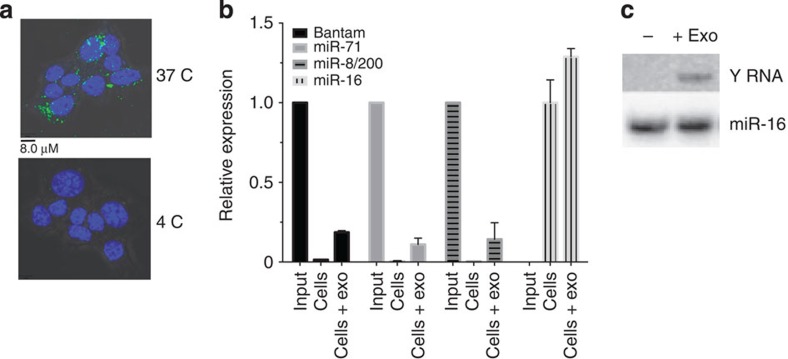
*H. polygyrus* exosomes and RNAs are internalized by mouse cells. (**a**) Confocal analysis of murine epithelial cells incubated for 1 h with PKH67-labelled *H. polygyrus* exosomes at 37 and 4 °C, scale indicates 8.0 μM. (**b**) Relative expression of parasite-derived miRNAs in murine epithelial cells at 20 h post incubation with 5 μg *H. polygyrus* exosomes following PBS washes. Signal observed in untreated host cells represents the background detection of the probe; for parasite-derived miRNA, the data are normalized to the input detection level of miRNAs in 5 μg of exosomes, whereas miR-16 levels in exosome-treated cells are normalized to untreated cells. (**c**) Northern blot analysis of RNA extracted from murine epithelial cells following 20 h incubation with *H. polygyrus* exosomes (5 μg total protein) compared with untreated cells following PBS washes, using a probe against the loop of the nematode Y RNA or mouse miR-16.

**Figure 7:**
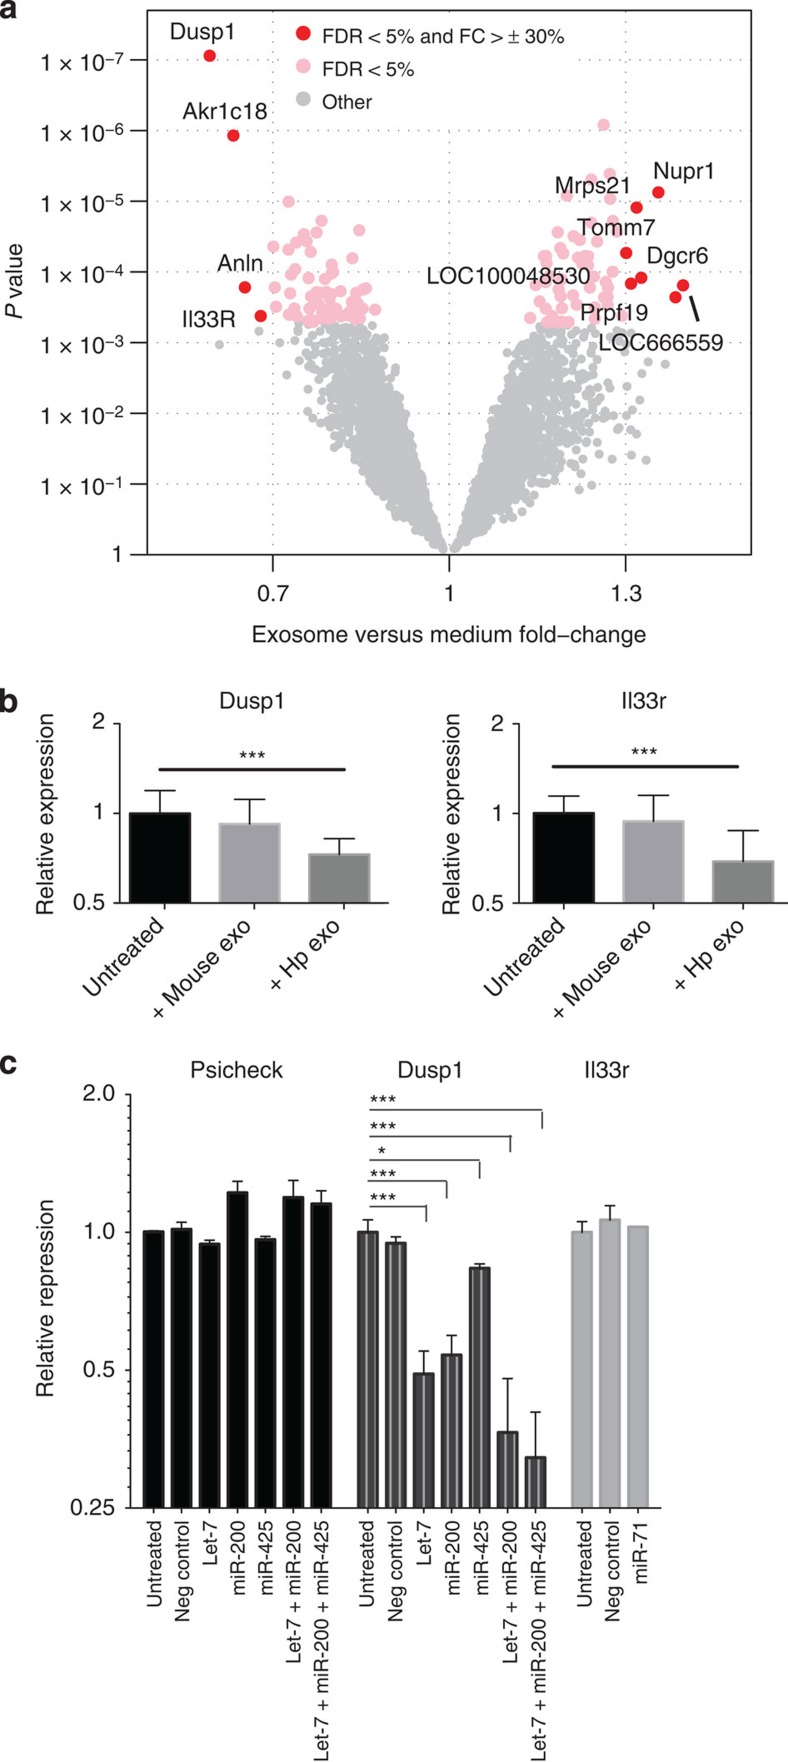
Mouse *Il33r* and *Dusp1* are suppressed by *H. polygyrus* exosomes and the secreted miRNA repress target sites in *Dusp1.* (**a**) Volcano plot of mouse genes up- or downregulated upon incubation with *H. polygyrus*-derived exosomes; red=FDR *P*<0.05 and FC>30%. (**b**) Levels of *Dusp1* and *Il1rl1* in mouse epithelial cells (5 × 10^4^) following 48 h treatment with 5 μg *H. polygyrus* exosomes or MODE-K-derived exosomes, *n*=8, error bars are mean±s.e.m. Data analysed by ANOVA and Tukey’s post test, *P<0.05, **P<0.01, ***P<0.005, ****P<0.001. (**c**) Repression of Psicheck reporter vector containing *Dusp1* or *Il1rl1* 3′UTRs fused to Renilla luciferase by co-transfection with individual or pooled synthetic *H. polygyrus* miRNAs (50 nM), data represent renilla/luciferase ratios, normalized to the values obtained for untreated samples; *n*=3, ***P<0.005, *P<0.05.

**Figure 8:**
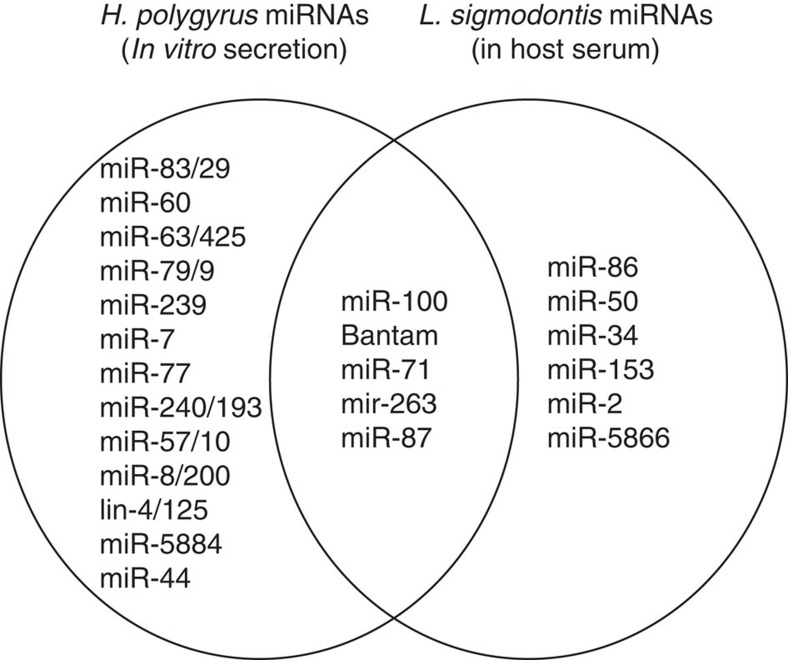
Venn Diagram of overlap in miRNAs identified in *H. polygyrus* secretion product or serum of mice infected with *L. sigmodontis.* The *H. polygyrus* miRNAs for comparison are taken from Supplementary Table 1 (top 20 most abundant in at least one platform). The miRNAs that are perfectly conserved between nematodes and mice are excluded, since the origin in serum cannot be deduced.

**Table 1:** Table of nematode proteins enriched in vesicle fraction that are homologous to mouse proteins associated with exosomes.

**Name**	**Pellet/sup ratio**	***P***-**value**	**Organism**	**Blast** ***E*** **value**
Tetraspanin-11	40.0	<0.005	*A. suum*	2e−46
Hsp-70	32.2	<0.005	*D. medinensis*	0.0
Alix	30.2	0.006	*C. elegans*	1e−79
Rab-11b	19.7	0.011	*S. salar*	1e−71
Rab-5	7.2	0.005	*C. elegans*	2e−205
Hsp-90	6.3	0.016	*H. contortus*	0.0

Naming is based on best blast hit and *P* value based on *n*=3.

**Table 2:** *Litomosoides sigmodontis*-derived miRNAs found in mouse serum.

**Name**	**Mature sequence**	**Number of reads (infected)**
miR-100a	UACCCGUAGCUCCGAAUAUGUGU	479
miR-86	UAAGUGAAUGCUUUGCCACAGUCU	57
Bantam-a	UGAGAUCAUUGUGAAAGCUAUU	45
Bantam-b	UGAGAUCACGUUACAUCCGCCU	45
miR-100b	AACCCGUAGUUUCGAACAUGUGU	40
miR-71	UGAAAGACAUGGGUAGUGAGACG	32
miR-100c	AACCCGUAGAAUUGAAAUCGUGU	22
miR-50-5p	UGAUAUGUCUGAUAUUCUUGGGUU	10
miR-34-5p	UGGCAGUGUGGUUAGCUGGUUGU	8
miR-263/183	AAUGGCACUAGAUGAAUUCACGG	7
Bantam-c	UGAGAUCAUGCCACAUCCGUCU	4
miR-50-3p	CCAGCAUCUCAGACGUAUCGGC	3
miR-153	UUGCAUAGUCACAAAAGUGAUG	3
miR-87-5p	CGCCUGGGACUUCGACUCAACCU	2
miR-2	UAUCACAGCCAGCUUUGAUGU	2
miR-5866	UUACCAUGUUGAUCGAUCUCC	2

miRNA, micro RNA.

miRNAs that map exclusively to the *L. sigmodontis* but not mouse genome, which were identified in the sera of mice infected with *L. sigmodontis* (40 infective larvae were injected subcutaneously and allowed to migrate to the pleural cavity where they developed naturally for 60 days). The lettering of miR-100 and bantam family members is arbitrary.

How the deposited data were processed for this re-analysis (not part of the article)

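Small RNA libraries from adult worms, eggs, infective larvae and the secretion product of H. polygyrus (1 each), and from 3 replicates each of the vesicle and supernatant fractions of the secretion product, were analysed. For every library the authors clipped the 3′ adapter with cutadapt, collapsed identical reads and deposited the count of copies of each distinct sequence, as text joined to the sequence, without normalization. The deposited values are therefore read copies per sequence and not counts per gene. The files also held sequences of 2 copies and reads over 40 nt, up to 69 nt in the secretion product. The secretion product file pools reads of small RNA and of the longer RNA library.

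Reads of 16 to 40 nt with more than 2 copies were retained, which is the rule of the paper's methods. The depth after this rule was 6218055 reads for adult worms, 28931410 for eggs, 26851248 for L3, 12295844 for the secretion product, 91822 to 161096 for vesicles and 48531 to 264936 for supernatant. At these depths 3 reads correspond to 2.44e-05% of the secretion product and 0.00618% of supernatant replicate 3. Each retained sequence was matched without mismatch, on the sense strand, to 259 high-confidence miRNA precursors and 1055 piRNA loci of Supplementary Data set 1 and to the 71 nt Y RNA joined from the probes of the methods. Coordinates are those of the draft assembly as listed there, written from 1. The genome, rRNA and Rfam sequences were not used here, so no read was removed for matching rRNA and shares refer to all retained reads. miRNA reads of both arms were summed per precursor. Reads shared by near-identical precursors were assigned to a single one, so counts of close family members are uncertain. Family names follow seed identity (positions 2 to 7) in the data set.

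Edit distances were computed with edlib 1.3.9.post1 in Python 3.11.15, with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Single-library shares carry Wilson 95% intervals. Shares of the 3 vesicle and 3 supernatant libraries were compared with exact two-sided permutation tests and, paired by replicate number, with exact sign-flip permutation tests. The design called for edgeR's quasi-likelihood test, but limma 3.58.1 (voom, R 4.3.3) was used instead of edgeR, with Benjamini-Hochberg adjustment and a threshold of 0.05. The copies are whole read numbers joined to the sequence as text; a count-based test could also be applied to them and was not run here. Library size was all retained reads. Features were tested when they passed a filter of 10 counts at the median library size in at least 3 libraries and a total of 15. The tests were tested on simulated data with a log2 change of 3: 192 of 193 changed sequences and 20 of 20 changed miRNAs were recovered, with 10 and 0 false calls, and none were called with no change simulated. The simulation drew features independently at a dispersion of 0.1, with changes in both directions and no effect shared within a library. In the real libraries nearly all miRNAs shifted in the same direction and supernatant replicate 3 departed from the others. The simulation therefore does not show how the tests behave on them.

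The miRNAs named in the text are those the paper names, the 5 most abundant in vesicles, in supernatant and in the secretion product, and the 3 with the largest log2 fold change in each direction among those past the threshold and changed the same way in every replicate. The closing section also names miR-1, the miR-45 family and the precursor on contig 12817 at 421 to 477, for the patterns given there. Alternatives allowed at most 2 edits, all sequences whatever their copies, reads of 18 to 30 nt, only the first 18 nt of a read, putative precursors, unassigned 21 nt reads starting with T as piRNA, long Y RNA sequences, other filters, pseudocounts and scalings, a replicate block, and each replicate left out. The closing section gives the effects on the main results. Supplementary Tables 1 and 2 and the protein and serum data of the paper were not used here.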

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

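Of the tests in this part, those of the adapter reads and of the glycine tRNA fragment were chosen only after the result was seen, and that of the mouse miRNAs was not.

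Reads matching the sequencing adapter made up 12.98% of retained reads in vesicle replicate 3 and 17.36% in supernatant replicate 3, a signal in reads the paper did not report on. In the other 4 fraction libraries they made up at most 0.490%. A difference between library batches that follows the replicate number would put the reads in both replicate 3 libraries, but this is the observation itself (13.0% in the lower of the 2), so it tests nothing further. The labels give no batch, and what produced the reads remains open. Leaving these reads out raised the miRNA share of vesicle replicate 3 from 25.7% to 29.5% and that of supernatant replicate 3 from 0.989% to 1.20%, so the difference between the fractions kept its direction. No biological explanation was tested.

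The secretion product library held 2089 reads of 12 mouse miRNAs listed before the test, 169.9 rpm of retained reads, and all 12 were detected. These reads lie outside the sequences the paper discusses. Adult worms, which live in the mouse gut, had 26.4 rpm and 7 of the 12, while L3 had 6.96 rpm and 9 of the 12 and eggs 0.415 rpm and 2 of the 12. More of the 12 were thus found in L3 than in adult worms, but at greater depth (26851248 against 6218055 retained reads), while adult worms had the higher rpm. The number detected therefore cannot speak for or against the mouse gut as their source. L3 still had 6.96 rpm, so the mouse gut is not shown to be their only source. For the secretion product, 3 reads would be 0.244 rpm. Host RNA carried with the parasite material is a candidate explanation that remains after the comparison with eggs and L3 (169.9 against 0.415 and 6.96 rpm). Exchange of reads between libraries sequenced together was not tested. In vesicles the same miRNAs had 0, 9 and 23 reads in replicates 1 to 3 and in supernatant 0 in each replicate, where 3 reads would be 11.3 to 61.8 rpm of a supernatant library. A difference between the fractions was not tested on so few reads.

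A 5′ tRNA fragment with the mammalian form of glycine tRNA made up 7.54% of retained secretion product reads (75374 rpm), again outside what the paper discusses. It was 6.12 rpm in eggs and 50.8 in L3, while the nematode form had 188 rpm in the secretion product, 1931 in eggs and 1368 in L3. Neither form had reads in adult worms, so that library says nothing of the difference between them. In the fractions of the secretion product the mammalian form had 217 to 338 rpm in vesicles and 15.1 to 989 rpm in supernatant, far below the total secretion product library. The nematode form there had 2967, 2837 and 817 rpm in vesicles and 9315, 1934 and 82.4 rpm in supernatant, above the mammalian form in all but supernatant replicate 3, the reverse of the total secretion product. Host RNA carried with the parasite material could give such reads, but the value of 75374 rpm cannot be told apart from a parasite tRNA gene of the same sequence, since the genome was not used here. Its excess over the 12 mouse miRNAs (169.9 rpm) is also not explained by this test. Leaving these reads out of the total raised the miRNA share of the secretion product from 17.7% to 19.2%.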

How the results depend on the processing

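The alternatives below were chosen before the data were examined, except reads of 20 to 24 nt, Y RNA reads left out of the total, limma-trend and median-of-ratios scaling, which were chosen after seeing the data; the tests on other splits of the samples were chosen only after the result was seen. The planned fits with edgeR's TMM, with the DESeq2 Wald test and its size factors, and with DESeq2 on all retained reads were not run, and whether they would change the counts below is not known. Unless a value is given for it, the cause of a change was not tested.

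The miRNA share of adult reads moved from 34.3% to 40.4% with at most 2 edits, 32.4% with all sequences, 35.4% with reads of 18 to 30 nt, 38.3% with the first 18 nt, 35.2% with putative precursors and 36.9% with reads of 20 to 24 nt. That of the secretion product moved from 17.7% to 20.4% with at most 2 edits, 17.2% with all sequences, 23.4% with reads of 18 to 30 nt, 19.3% with the first 18 nt and 53.5% with reads of 20 to 24 nt. The adult piRNA share moved from 11.7% to 13.8% with at most 2 edits, 11.1% with all sequences, 12.1% with reads of 18 to 30 nt and 18.3% with unassigned 21 nt reads starting with T. The secretion product piRNA share moved from 0.00323% to 0.00969%, 0.00356%, 0.00428% and 0.468% in the same order. Its Y RNA share moved from 2.38% to 3.41% with at most 2 edits, 2.30% with all sequences, 2.12% with reads of 18 to 30 nt and 3.24% with long Y RNA sequences added. The log2 ratio of the miR-35 family was 4.64 with all retained reads in place of miRNA reads as the total and 8.02 with at most 2 edits, against 7.93. The mouse-seed share of 47.1% became 48.4% with at most 2 edits and stayed at 47.1% with the mature arm only. These are single libraries with narrow counting intervals, so small moves count.

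The miRNA share stayed higher and the Y RNA share lower in vesicles than in supernatant under every alternative run. The differences ranged from 24.0 to 25.7 and from -78.7 to -54.5 percentage points when each replicate was left out. With reads of 20 to 24 nt the differences were 34.8 and -8.12. With the replicate block they were unchanged at 24.9 and -63.1, as a mean of pairs must be. The number of detected miRNAs stayed between 232 and 258.

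The 42 miRNAs higher in vesicles became 41 with the replicate block, 53 without the filter, 47 with at most 2 edits and 35 to 43 when each replicate was left out. Under median-of-ratios scaling the count was 0 (6 higher and 3 lower at an unadjusted p under 0.05). That scaling sets the median miRNA to no change, so miRNAs with a smaller fold change than most tend to turn negative by construction. It asks about proportions within miRNAs. Under it 7 named miRNAs changed sign, none past the threshold, with log2 fold changes of -1.28, -0.96 and -3.67 for the miR-100 members on contig 232277, on contig 222843 (positions 5908 to 5966) and on contig 12817, -0.59 for miR-63 on contig 234356 (positions 918 to 976), -0.33 for miR-79 on contig 34805, -0.10 for let-7 on contig 232277 and -4.46 for the precursor on contig 12817 at 503 to 578; the other 23 of 30 fell below the threshold. No miRNA passed as higher in supernatant under any fit run: 0 in each, with 0 at an unadjusted p under 0.05 except 1 without the filter and 3 under median-of-ratios scaling.

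For read sequences the counts depended more on the fit. The 350 higher in vesicles became 584 with the replicate block, 261 with at least 10 counts in each of 3 libraries, 158 with median-of-ratios scaling and 682 with limma-trend, and ranged from 128 to 1293 when each replicate was left out. Those higher in supernatant went from 71 to 86 with the replicate block and 59 with at least 10 counts in each of 3 libraries. They were 48 with median-of-ratios scaling and 87 with limma-trend, and ranged from 35 to 133 when each replicate was left out. Without replicate 3, which has the adapter reads and the smallest depth, more sequences passed, but more were also tested (2247 against 1301). For miRNAs the same fit lowered the number higher in vesicles from 42 to 35.

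Of the 10 splits of the 6 libraries, 1 (the real one) gave as many miRNAs and 1 as many read sequences past the threshold. Among the 4 splits that part all 3 same-numbered pairs the number was again 1 for each. The other splits gave at most 0 miRNAs (0 also at an unadjusted p under 0.05) and 1 read sequence. At an unadjusted p under 0.05, however, some gave many read sequences: 181 higher and 0 lower when the replicate 3 libraries changed places, 190 and 3 when vesicle replicates 1 and 3 were grouped with supernatant replicate 3, and 13 and 162 when vesicle replicate 1 was grouped with supernatant replicates 1 and 2. With 10 splits a share under 0.05 cannot be reached, so a grouping by accident cannot be told apart from the fractions by this test alone.

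miR-193 ranked 3 in place of 2 with at most 2 edits and with the first 18 nt, and between 2 and 3 when each replicate was left out. miR-10 ranked 3 in place of 4 with seed families ranked together, and miR-200 ranked 5 throughout. The lowest vesicle replicate correlation was 0.855 and became 0.958 with a pseudocount of 100, 0.811 over all miRNAs with a read and 0.941 as Spearman's rho. The supernatant profiles rest on 480 to 1241 miRNA reads per library. Depth alone does not order their correlations, since the libraries with 683 and 480 reads had r = 0.973 and the one with 1241 reads had r = -0.0415 and -0.0876 with them. The values moved with the method: for replicates 1 and 2, 1 and 3, and 2 and 3 they were 0.456, 0.118 and 0.796 as Spearman's rho, 0.109, 0.282 and 0.680 over all 29 miRNAs with a read and 0.0739, -0.0377 and 0.928 with a pseudocount of 100. The correlation of replicates 2 and 3 was the highest in each.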

Differences from the paper's values

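A value was taken as not different from the paper's where neither was more than 1.5 times the other, so a value counted as not different can still lie well away from the paper's. Shares here are of all retained reads, whereas the paper classified reads that matched the genome, so the totals may be unlike. No alternative run restricted reads to those matching the genome. That the alternatives left a gap therefore does not show that the counts themselves differ.

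The miRNA share of reads in vesicles was 25.5% here against the paper's 75%. None of the alternatives set before the data were examined closed the gap: it was 31.7% with at most 2 edits, 21.9% with all sequences, 29.8% with reads of 18 to 30 nt, 28.8% with the first 18 nt and 25.5% with putative precursors, and 24.7 to 26.4% with each replicate left out. Reads of 20 to 24 nt (44.6%) and Y RNA reads left out of the total (27.1%), both chosen after seeing the values, did not close it either.

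The miRNA share in supernatant was 0.575% against the paper's 10%. No alternative set before the data were examined closed the gap, the highest being 1.51% with reads of 18 to 30 nt. Reads of 20 to 24 nt, chosen after seeing the values, gave 9.83% ± 7.49 (SD, n = 3). Y RNA reads left out of the total, also chosen after seeing the values, gave 2.22% ± 0.774 (SD, n = 3), which did not close the gap.

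In adult worms the miRNA share was 34.3% against the paper's about 55% in Fig. 1b, read by eye. With at most 2 edits (40.4%) and with the first 18 nt (38.3%) the values were within a factor of 1.5; with all sequences (32.4%), reads of 18 to 30 nt (35.4%) and putative precursors (35.2%) they were not. Reads of 20 to 24 nt (36.9%), chosen after seeing the values, were also within that factor. All of these remained lower than the paper's value.

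In the secretion product the miRNA share was 17.7% against the paper's about 78% in Fig. 1b, read by eye. None of the alternatives set before the data were examined closed the gap, the highest being 23.4% with reads of 18 to 30 nt. Reads of 20 to 24 nt, chosen after seeing the values, gave 53.5%, still lower than the paper's value but within a factor of 1.5 of it.

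The Y RNA share of adult reads was 0.224% against the paper's about 0.05% in Fig. 1b, read by eye. No alternative set before the data were examined closed the gap, and reads of 20 to 24 nt, chosen after seeing the values, gave 0.0698%, which did. In the secretion product it was 2.38% against the paper's about 1.0% in Fig. 1b, read by eye, and no alternative run closed the gap (2.12 to 3.41% for those set before the data were examined, 0.536% for reads of 20 to 24 nt, chosen after seeing the values).

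The Y RNA share in supernatant was 68.9% ± 29.6 (SD, n = 3) against the paper's about 11% in Fig. 4a, read by eye. None of the alternatives set before the data were examined closed the gap (59.7 to 86.0%). Reads of 20 to 24 nt, chosen after seeing the values, gave 8.85% ± 5.48 (SD, n = 3).

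The paper states that piRNAs were found only in the adult library, whereas 3926 reads in eggs, 1112 in L3 and 397 in the secretion product lay on the listed loci. The paper states that the miR-35 family is expressed only in eggs, whereas 2589 of its reads were in adult worms, 3102 in L3 and 584 in the secretion product. By northern blot the paper reports the Y RNA fragment only in supernatant and the full-length Y RNA in vesicles. Here Y RNA reads made up 5.75% ± 3.92 (SD, n = 3) of vesicle reads. Any retained read lying in the Y RNA sequence was counted, whatever RNA it came from. A share of reads is also not an amount at equal protein as on the blot, so the measures need not disagree.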

Other observations

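In this part, the tests of the adapter reads and the Y RNA share, of A-to-C changes, of the miRNA totals of Supplementary Data set 1 and of the miRNAs on contig 12817 were chosen only after the result was seen. The amounts for mixing in supernatant replicate 3 were also computed after the values were seen.

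Supernatant replicate 3 had a lower Y RNA share (34.7%) than replicates 1 and 2 (84.6% and 87.3%). Mixing with vesicle RNA of the same number was tested by the correlation across read sequences outside Y RNA: r was -0.338 for replicate 3, against -0.197 and -0.476 for replicates 1 and 2, so replicate 3 lay between the others. The miRNA profiles went the other way: across 29 miRNAs, r with the same-numbered vesicle library was 0.656 for replicate 3, against 0.205 and 0.542. The amounts, however, do not allow mixing as the sole cause. With adapter reads left out, bringing the mean Y RNA share of replicates 1 and 2 (86.1%) down to 42.0% would take 53.2% RNA of vesicle replicate 3 and give a miRNA share of 15.9%, whereas 1.20% was seen. That share allows at most 4.05% vesicle RNA, which would leave Y RNA at 82.7%, so mixing on that scale is not excluded but would not account for the difference. Leaving out adapter reads raised its Y RNA share to 42.0%, still below the other replicates, so these reads account for part of the difference at most. Depth was lowest in this library (48531 retained reads). No biological explanation was tested.

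Supernatant replicate 1 held 13 reads of the miR-35 family, 1.05% of its miRNA reads, and replicates 2 and 3 held 0. It also held 169 reads of the miR-45 family (13.6%), again with 0 in replicates 2 and 3. That family had a higher share in adult worms (22.3%) than in eggs (8.83%). Across 29 miRNAs, which are not independent replicates, the profile of supernatant replicate 1 had r = 0.256 with eggs, 0.205 with vesicle replicate 1, 0.103 with L3, -0.0137 with the secretion product and -0.0532 with adult worms. The correlation with eggs was compared with the highest of adult worms, L3 and secretion product by resampling the miRNAs 1000 times. The difference had a 95% interval of -0.175 to 0.398. RNA from eggs in this fraction may thus contribute but cannot be told apart from sampling at this depth. The paper removed eggs from the medium before making the fractions, so such RNA would have been released earlier.

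The 3 tested miRNAs on contig 12817 had the smallest log2 fold changes of vesicles over supernatant among 43 (median 6.35). These were the miR-100 member TACCCGTAGCATCTGTATGTCT at 620 to 676 (2.71, standard error 0.98, limma adjusted p = 0.00655), the precursor at 503 to 578 (1.82, standard error 0.90, limma adjusted p = 0.0444) and the precursor at 421 to 477 (1.75, standard error 0.92, limma adjusted p = 0.0577); under median-of-ratios scaling the log2 fold changes of the first 2 were -3.67 and -4.46, neither past the threshold (limma adjusted p = 0.119 and 0.0911). They made up 9.95%, 13.0% and 6.26% of egg miRNA reads and 2.11%, 0.520% and 7.10% of adult ones, so the third was higher in adult worms. The limma p-values of these 3 rest on a variance pooled over miRNAs and not on 3 replicates alone. Because the 3 were picked for this pattern, the tests leave them out. A shared distribution of miRNAs at one locus was not seen elsewhere: over the other 3 contigs with at least 2 tested miRNAs, the SD within contigs was no smaller than in random sets (permutation p = 0.53, 7 miRNAs, a small set). Across the other tested miRNAs, the log2 fold change fell as the log2 ratio of eggs to secretion product rose (Spearman's rho = -0.446, or -0.554 with the 3 included, permutation p = 0.00393, Benjamini-Hochberg adjusted p = 0.0196 over 5 relations). Over the 22 of these 40 that had a supernatant read, since the rest cannot show where supernatant reads come from, rho was -0.586 (permutation p = 0.00545, adjusted p = 0.0272). Over all 40, the other relations, with the ratio of adult worms to secretion product and with eggs, adult worms and secretion product alone, had adjusted p of 0.144, 0.144, 0.269 and 0.29. With the 3 included, the ratio of adult worms to secretion product (rho = -0.412) and eggs alone (rho = -0.415) were also past the threshold. Both had a permutation test adjusted p of 0.0113, so in that set the relation was not specific to the egg ratio. A hypothesis is that some supernatant miRNA reads come from RNA that eggs released into the medium, and worm tissue as a further source is not excluded. The paper removed eggs by a spin and filtered the medium before making the fractions, so only RNA released earlier could contribute. However, miRNAs are not independent replicates and a different kit was used for the egg library.

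miRNA reads of vesicles carried A-to-C changes at 1.29 to 1.40% of A positions, against at most 0.258% in the life stage and secretion product libraries, where C-to-T changes were the most frequent (0.567 to 1.26%). Sequencing or library error was tested in the adapter reads, which have no biological source: they carried A-to-C changes at 0.832% in vesicle replicate 3 and 0.722% in supernatant replicate 3, below the rate in miRNA reads, and in the latter another change was more frequent (1.06%). Error of this kind could give part of the rate (0.832% against 1.29% in vesicle replicate 3), and no biological explanation was tested.

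The miRNA shares of adult worms and the secretion product were below those the paper shows. Fewer reads counted as miRNA than in Supplementary Data set 1 could give this. The totals were 96.9% of that data set for the secretion product and 96.6% for adult worms, so such a shortfall leaves little of the difference. Whether Fig. 1b counts the same reads was not tested. With at most 2 edits the shares rose to 40.4% in adult worms and 20.4% in the secretion product. The total that the paper's shares refer to was not tested.

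miR-1 made up 1.00% of secretion product miRNA reads (21869 reads) and had 0 reads in every vesicle and supernatant library, where 3 reads would be 0.00186% to 0.00327% of a vesicle library.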
